# BLISTER Regulates Polycomb-Target Genes, Represses Stress-Regulated Genes and Promotes Stress Responses in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2017.01530

**Published:** 2017-09-11

**Authors:** Julia A. Kleinmanns, Nicole Schatlowski, David Heckmann, Daniel Schubert

**Keywords:** ABA, abiotic stress, BLISTER, CLF, drought, H3K27me3, polycomb, PRC2

## Abstract

**HIGHLIGHTS**

- The PRC2 interacting protein BLISTER likely acts downstream of PRC2 to silence Polycomb target genes and is a key regulator of specific stress responses in *Arabidopsis*.

Polycomb group (PcG) proteins are key epigenetic regulators of development. The highly conserved Polycomb repressive complex 2 (PRC2) represses thousands of target genes by trimethylating H3K27 (H3K27me3). Plant specific PcG components and functions are largely unknown, however, we previously identified the plant-specific protein BLISTER (BLI) as a PRC2 interactor. BLI regulates PcG target genes and promotes cold stress resistance. To further understand the function of *BLI*, we analyzed the transcriptional profile of *bli-1* mutants. Approximately 40% of the up-regulated genes in *bli* are PcG target genes, however, *bli-1* mutants did not show changes in H3K27me3 levels at all tested genes, indicating that BLI regulates PcG target genes downstream of or in parallel to PRC2. Interestingly, a significant number of BLI regulated H3K27me3 target genes is regulated by the stress hormone absciscic acid (ABA). We further reveal an overrepresentation of genes responding to abiotic stresses such as drought, high salinity, or heat stress among the up-regulated genes in *bli* mutants. Consistently, *bli* mutants showed reduced desiccation stress tolerance. We conclude that the PRC2 associated protein BLI is a key regulator of stress-responsive genes in *Arabidopsis*: it represses ABA-responsive PcG target genes, likely downstream of PRC2, and promotes resistance to several stresses such as cold and drought.

## Introduction

Epigenetic gene regulation has important roles in genome defense but also in the regulation of development and the response of organisms to environmental cues and can be mediated by posttranslational modifications of histones or DNA methylation. Polycomb group proteins are key epigenetic regulators of development, assemble in large complexes and maintain gene repression. The conserved Polycomb Repressive Complex 2 (PRC2) consists of four core members and silences target genes by tri-methylation of histone 3 lysine 27 (H3K27me3). In *Arabidopsis thaliana*, PRC2 is composed of one of three SET domain-containing histone methyltransferases MEDEA (MEA), SWINGER (SWN), and CURLY LEAF (CLF); one of three VEFS domain-containing proteins EMBRYONIC FLOWER 2 (EMF2), FERTILIZATION INDEPENDENT SEED 2 (FIS2), and VERNALIZATION 2 (VRN2); and the two WD40 domain-containing proteins FERTILIZATION INDEPENDENT ENDOSPERM (FIE) and MULTICOPY SUPPRESSOR OF IRA 1 (MSI1) (reviewed in Derkacheva and Hennig, 2014). The loss of PRC2 function leads to a loss of H3K27me3 at PcG target genes which may be associated with ectopic expression of those genes. Trithorax group (TrxG) proteins, such as ARABIDOPSIS TRITHORAX1 (ATX1) (Alvarez-Venegas et al., 2003), ULTRAPETALA1 (ULT1) (Carles and Fletcher, 2009), and BRAHMA (BRM) (Farrona et al., 2004), act antagonistically to PRC2. TrxG proteins activate gene expression through setting H3K4me3 and by ATP-dependent chromatin remodeling.

As plants are sessile organisms, they need to rapidly respond to abiotic and biotic stresses, e.g., by altered gene expression and metabolite production. Plant stress responses that result in osmotic imbalance and cell desiccation, such as drought, high salinity, and cold, partially rely on the phytohormone abscisic acid (ABA). Early in development ABA regulates seed maturation and maintains seed dormancy. During vegetative development ABA is involved in general growth and reproduction and plays an important role in the response to stress (reviewed in Tuteja, 2007). Epigenetic gene regulation likely plays important roles in regulation of stress responses, as stress-responsive genes need to be repressed in non-stress conditions and stress may create a memory for a faster and more pronounced response to a recurrent stress. Previously it was shown that the PRC2 component MSI1 is a negative regulator of drought stress response (Alexandre et al., 2009). Recently a study revealed that MSI1 functions in a histone deacetylase complex to fine-tune ABA signaling and that loss of MSI1 led to an increased tolerance to salt stress (Mehdi et al., 2016). The levels of H3K27me3 were not analyzed in both studies (Alexandre et al., 2009; Mehdi et al., 2016), therefore, it remained unclear whether the PcG associated function of MSI1 is involved in the regulation of stress-responsive genes. Interestingly, loss of CLF results in a reduced resistance to drought (Liu et al., 2014) suggesting that different PRC2 members have distinct functions in regulating stress responses (despite that there is a common ectopic expression of some genes such as LTP3 and LTP4), that PRC2 mutants may display opposite phenotypes due to the level of PRC2 reduction or that the role of MSI1 in drought stress regulation is due to its function in additional complexes.

We previously showed that CLF is interacting with the plant-specific, coiled-coil protein BLISTER (BLI) (Schatlowski et al., 2010) which promotes the resistance to cold stress (Purdy et al., 2010). *BLI* is ubiquitously expressed throughout development and its loss results in a strong pleiotropic phenotype with mutants displaying affected seed, leaf, and flower development and a strong reduction in plant size. We previously showed that BLI regulates expression of several PcG target genes but likely also has PcG-independent functions (Schatlowski et al., 2010), but it remained unclear whether BLI is general regulator of PcG target genes and whether the function of BLI in the cold stress response is linked to PcG function.

Here, using transcriptional profiling of *bli-1* mutants, we revealed that a significant number of PcG target genes is differentially expressed and that a significant number of those genes is regulated by ABA. Importantly, de-repression of PcG target genes in *bli* is not due to reduced H3K27me3 levels, indicating a role of BLI downstream of or in parallel to PRC2 function. Furthermore, we report that in *bli* mutants a high number of stress-responsive genes is differentially expressed and that *bli* mutants display a reduced tolerance to desiccation stress. We propose that BLI is not only involved in the positive regulation of desiccation stress but might function as a general regulator of stress responses which is achieved in part by regulating stress-responsive PcG target genes.

## Materials and methods

### Plant material and growth conditions

Seeds of Columbia-0 (Col-0, N1092), *bli-1* (SAIL_107_D04, N805222), *bli-11* (GABI-Kat_663H12), *clf-28* (SALK_139371, N639371), *bli-1*/BLI:BLI-GFP (Supplemental Materials and Methods), *bli-11*/BLI:BLI-GFP (Supplemental Materials and Methods) were sterilized (10 min 70% Ethanol supplemented with 0.05% Triton X-100, 10 min 96% Ethanol) and sown on ½ MS medium (half-strength Murashige and Skoog medium supplemented with 0.5% sucrose and 0.05% MES). Seeds were stratified for 2 days at 4°C and grown under LD conditions, (8/16 h dark/light rhythm at 20°C). *bli-1* and *bli-11* seeds showed a germination delay of 2 days (Schatlowski et al., 2010), therefore these two genotypes were sown 2 days earlier than all other genotypes when directly compared, stratified for 2 days at 4°C and then transferred to the respective growth condition. For GUS staining plants were grown for 14 days on ½ MS under LD conditions.

### Microarray analysis

Seeds for microarray experiments were sterilized and sown on ½ MS medium. Seeds were stratified for 2 days at 4°C, grown under continuous light conditions for 12 days and then harvested. RNA from whole seedlings was extracted using RNeasy Plant Mini Kit (Qiagen, Hilden), resuspended in 30 μl RNAse-free water and treated with DNase (Fermentas). The quality was determined using a Bioanalyzer eukaryote total RNA nano chip (in cooperation with BMFZ, HHU Düsseldorf). RNA samples were processed by imaGenes GmbH (Berlin) with Agilent technologies using Arabidopsis 44 k single color arrays. The microarray was analyzed using background correction and quantile normalization of the limma package in the R environment (R Core Team, 2015; Ritchie et al., 2015). Differential expression was estimated using the empirical Bayes statistics implemented in limma (Smyth, 2004; Ritchie et al., 2015). *P*-values were adjusted for multiple testing using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995). Genes with a fold-change equal to or higher than 1.5 and with a *p*-value below 0.05, were included in further analyses.

*bli-1* differentially expressed genes were compared to indicated gene sets using VirtualPlant 1.3 (Katari et al., 2010). For GO term analysis we used the online resource GOToolbox (http://genome.crg.es/GOToolBox/), using hypergeometric test with Benjamini-Hochberg correction for statistical analysis and *p*-value determination. For GOSlim analysis we used the online resource at “The Arabidopsis Information Resource” website (http://www.arabidopsis.org/tools/bulk/go/index.jsp) and statistically analyzed the data by Chi square test with Yates correction. Oligonucleotide sequences for validation of expression can be found in Table S2.

Microarray data have been submitted to GEO (GSE100815).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as previously described (Schatlowski et al., 2010). Briefly, plants were grown for 14 days on ½ MS medium under LD conditions. 0.3–1 mg of seedlings were crosslinked using 1% FA fixation solution (10 mM Tris pH 7.5, 10 mM EDTA, 100 mM NaCl, 0.1% Triton X-100, 1% Formaldehyde) for 20 min under vacuum on ice. 2 M glycine was added to a final concentration of 0.125 M to stop the crosslink reaction. Samples were rinsed with ice-cold water to remove the fixation solution and frozen in liquid nitrogen.

Twenty microliters of Protein A coupled beads (Thermo Fisher Scientific) per sample were washed 3x with ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH8, 167 mM NaCl, 0.2 mM PEFABLOC), then 1 μg antibody (anti-H3K27me3, C15410195 Diagenode; anti-H3K4me3, C15410003 Diagenode; anti-igG, C15410206 Diagenode) per 20 μl beads were added and incubated rotating 10–12 h at 4°C. Frozen samples were ground in liquid nitrogen to a fine powder. Then 30 ml of Extraction buffer 1 (0.4 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 5 mM beta-mercaptoethanol, 0.2 mM PEFABLOC, 1:200 plant proteinase inhibitor cocktail, 1 mM EDTA) were added to the powder, samples were vortexed and incubated 5 min on ice. The solution was filtered twice through 1 layer of miracloth (VWR) and centrifuged for 20 min at 5,000 g at 4°C. Supernatant was removed and pellet was washed twice with 1 ml Extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 1% Triton X-100, 5 mM beta-mercaptoethanol, 0.2 mM PEFABLOC, 1:200 plant proteinase inhibitor cocktail, 1 mM EDTA). Samples were resuspended in 300 μl extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM beta-mercaptoethanol, 0.2 mM PEFABLOC, 1:200 plant proteinase inhibitor cocktail, 1 mM EDTA) and layered on 300 μl extraction buffer 3 (sucrose gradient), centrifuged for 1 h at 16,000 g at 4°C. The pellet was resuspended in 300 μl Nuclear Lysis Buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS, 0.2 mM PEFABLOC, 1:200 plant proteinase inhibitor cocktail) and samples were sonicated 10–12 × (30 s on, 60 s off). Nuclear debris were removed by centrifugation for 5 min at 12,000 g at 4°C. Antibody-coupled beads and the no-antibody control beads were washed 3x with ChIP dilution buffer. One hundred microliters of sample and 900 μl of ChIP dilution buffer were added to 20 μl of beads and incubated rotating 10–12 h at 4°C for IP. Beads were washed 2x each with low salt wash buffer (150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), high salt wash buffer (500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), LiCl wash buffer (0.25 mM LiCl, 1% Nonidet-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8) and 1x with TE buffer (10 mM Tris-HCl pH8, 1 mM EDTA). Elution was achieved by adding 500 μl of 65°C warm elution buffer (1% SDS, 0.1 M NaHCO_3_) to the samples and incubating them for 30 min at 65°C with gentle shaking. The eluate was reverse-crosslinked by adding 20 μl of 5 M NaCl and incubation for 6–12 h at 65°C. Proteins were removed by adding 1 μl Proteinase K (20 mg/ml, Thermo Fisher Scientific), 10 μl 0.5 M EDTA and 20 μl 1 M Tris-HCl (pH 6.5) and incubation for 60 min at 45°C. DNA was recovered using Phenol/Chlorophorm. The DNA pellet was resuspended in 50 μl dH_2_O. For qPCR analysis 2 μl of a 1:10 dilution of the DNA samples were used.

qPCR was performed in a CFX384 Touch Real-Time PCR Detection System (Bio-Rad) using KAPA SYBR FAST qPCR Master Mix in a 2-step PCR program [95°C 3:00 min, 40 × (95°C 0:05 min, 60°C 0:30 min)]. Values for immuno-precipitation (IP) were referred to input samples (= %IP). To account for differences in IP efficiencies and depending on the analyzed modification, %IP values were normalized to the *FUSCA3* locus (AT3G26790), which carries H3K27me3 and is not expressed in wild type and *bli-1*, and *ACTIN7* (AT5G09810), which carries H3K4me3 and is strongly expressed in wild type and *bli-1*. Oligonucleotide sequences can be found in Table S1.

### Principal component analysis

Expression profiles of responses to abiotic stress were obtained from the AtGenExpress dataset (Kilian et al., 2007) and a study on ER-stress induced by the chemical tunicamycin (Nagashima et al., 2011). The dataset of Nagashima et al. (2011) was evaluated using the robust multi-array average (RMA) expression measure (Wu and Irizarry^1^); the AtGenExpress data was provided in preprocessed form. Comparable distributions of gene expression were produced by quantile normalization, and replicates were averaged to compute fold changes. In the cases of stress treatment, expression was normalized against control, while the data on *bli-1* was normalized against wild type. We performed Principal Component Analysis on the log2-tranformed fold changes in gene expression using the prcomp() function of the stat package in R (R Core Team, 2015).

### Stress experiments

For desiccation stress experiments, petri dishes with ½ MS medium in LD conditions were covered with 4 separate membrane pieces (Sefar Nitex membrane 03-200/54, pore size: 200 μm/diameter) and sterile seeds were placed on top of each membrane (for visualization of experimental setup see Figure S4). Seeds were stratified for 2 days at 4°C and grown under LD conditions. The membranes pore size of 200 μm/diameter ensured proper imbibition of seeds and a penetration by roots. Dessication stress was applied 5 days after germination. Under a sterile bench the membranes with young seedlings were transferred to sterile empty petri-dish lids. For the 0 h control, membranes were lifted up and directly placed back on ½ MS plates to avoid possible artifacts caused by lifting up the membrane. Constant airflow in the sterile bench ensured that the seedlings placed on lids were exposed to desiccation. After 0, 0.5, 1, and 2 h the membranes with seedlings were transferred back to the ½ MS plates. After stress treatment, seedlings were grown for additional 5 days on ½ MS plates and survival was scored.

### GUS staining

Detection of ß-Glucuronidase (GUS) activity was performed according to Jefferson et al. (1987) with some modifications. Plants were fixed with 90% acetone for 30 min on ice and then washed for 20 min on ice with solution I [35 mM Na_2_HPO_4_, 13 mM NaH_2_PO_4_, 0.5 mM K_3_Fe(CN)_6_, 0.5 mM K_4_Fe(CN)_6_, 1 mM EDTA, 500 μl Triton X-100 in 50 ml dH_2_O]. Solution I was replaced by GUS-staining solution [35 mM Na_2_HPO_4_, 13 mM NaH_2_PO_4_, 0.5 mM K_3_Fe(CN)_6_, 0.5 mM K_4_Fe(CN)_6_, 500 μl Triton X-100, 5 mg X-Gluc in 50 ml dH_2_O] and samples were incubated for 2–12 h at 37°C. Samples were washed with dH20 and destained with 70% Ethanol. Plants were analyzed and imaged using a stereomicroscope (Stemi 2000-C, Zeiss) equipped with AxioCam ICc1 (Zeiss).

## Results

To further understand whether PcG target genes are overrepresented within the BLI regulated genes, we performed a microarray experiment using a 44 k Agilent array. 

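RNA from whole seedlings of Col-0 and *bli-1* was labelled with Cy3 and hybridized to single color Agilent arrays, with 2 replicates per genotype and each replicate on an array of its own. The authors deposited the intensity of every spot and of its local background as read by the scanner software, without normalization between arrays. Each array held 43803 spots for 43603 gene probes, and 0 of these spots were saturated. The share of gene spots well above background was 74.7% and 76.4% on the arrays of Col-0 replicates 1 and 2, and 77.4% and 91.7% on those of *bli-1* replicates 1 and 2. The median intensity of the gene spots was 139.5 and 187 in Col-0 and 208 and 319 in *bli-1*. At the dim end *bli-1* replicate 2 stood apart, with a 25th percentile of 129.5 intensity units against 27 to 29 on the other 3 arrays. The arrays of both Col-0 replicates and of *bli-1* replicate 2 lay on 1 slide and that of *bli-1* replicate 1 on another, so a difference between slides cannot be separated from a difference between the *bli-1* replicates.
The intensities were corrected for background with the normexp method of limma and an offset of 50, and control spots were left out. Between 4 and 19 outlier spots per array were set to missing, and the 4 arrays were quantile normalized and log2 transformed. Spots of a probe and then probes of a gene were averaged. Over all genes the median absolute difference was 0.11 log2 units between the Col-0 replicates and 0.22 between the *bli-1* replicates. The difference between *bli-1* and Col-0 was tested with lmFit and eBayes of limma, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5. The same minimum fold change applies wherever genes are counted at an unadjusted p below 0.05 or with p adjusted over a list alone. The test covered 34290 genes and transcripts, of which 25410 carried a locus name. With 2 arrays per genotype an exact two-sided permutation test of a single gene cannot go below 0.333, and the number of arrays limits the precision of every value. A log2 fold change is the mean of *bli-1* minus the mean of Col-0. A gene is taken as well above background on an array where every probe of it was. For a gene that was not so on both arrays of one genotype, a lower bound of the fold change of the mean over its probes is given. It sets the lowest array of the brighter genotype against the highest array of the other, or is the smallest fold change under any alternative setting where that is lower. A gene not well above background in either genotype, or without such a bound above 1, is given no fold change. Counts of genes changed at least 1.5-fold, and medians where no bounds are mentioned, use the fitted values.

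**Figure D1:**
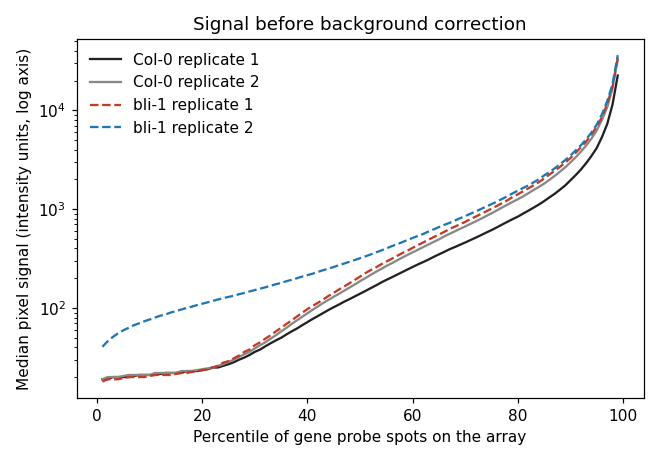
Median pixel signal of the gene probe spots in intensity units (log axis) against the percentile of the spots, before background correction, with 1 line per array. At the 25th percentile the line of *bli-1* replicate 2 lies at 129.5 and the lines of the other 3 arrays lie between 27 and 29.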

We used *bli-1* seedlings grown for 12 days under continuous light conditions and compared the transcriptional profile to the Col-0 wild type.

### Transcriptional profiling reveals a functional overlap of BLI and CLF target genes

In our microarray experiment we could detect 292 up- and 244 down-regulated genes in *bli-1* seedlings (Figure 1; Tables 1, 2; TOP 25 up-regulated genes in Table 3). 

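In the deposited arrays, 28 loci were called higher and 6 lower in *bli-1* than in Col-0 by limma, and 5 transcripts without a locus name were called higher. At an unadjusted p below 0.05 and the same minimum fold change, 765 loci were higher and 756 lower. Of the 546 genes that the paper lists in Supplemental Data 1, where 1 locus is listed more than once, 509 were tested here and 509 changed in the listed direction. At least a 1.5-fold change was seen for 496 of them, and 33 were called, 27 higher and 6 lower. One called locus outside that list, *HR4* (AT3G50480), rose by a log2 fold change of 2.06. Of the 25 genes in Table 3, 23 had a probe matched to their locus, 23 were at least 1.5-fold higher and 18 were called. Of the tested ones, 6 were not well above background on both Col-0 arrays.
Among called loci well above background on all 4 arrays, the largest rise was that of *NAC103* (AT5G64060), which encodes a NAC transcription factor. Its log2 signal was 10.84 ± 0.08 (SD, n = 2) in *bli-1* and 6.75 ± 0.10 (SD, n = 2) in Col-0, a log2 fold change of 4.09 (standard error 0.13, adjusted p = 0.00711 from limma). With each array left out in turn, this value stayed between 3.87 and 4.35. AT5G55270 rose by 3.73 (standard error 0.12) and *SAG13* (AT2G29350) by 3.06 (standard error 0.17, adjusted p = 0.023 from limma). The largest fall was that of AT4G22505, from 12.10 ± 0.33 (SD, n = 2) in Col-0 to 7.58 ± 0.07 (SD, n = 2) in *bli-1*, a log2 fold change of −4.52 (standard error 0.20, adjusted p = 0.0134 from limma). Its neighbour in locus order among the tested genes, AT4G22513, fell by 2.87, and AT4G22485, AT3G05727 and AT1G06100 fell by 3.33, 3.04 and 2.51 on the log2 scale. All differences in this paragraph were several times the spread between the replicates.
The counts depended on which arrays were compared. The alternative that moved them most was the slide as a block in the design, which in effect sets *bli-1* replicate 2 against the Col-0 arrays of its own slide and called 2063 loci higher and 1924 lower, among them the 28 and 6 above. Without *bli-1* replicate 1, limma called 1908 higher and 1643 lower. Without either Col-0 replicate, or without *bli-1* replicate 2, limma called 0 loci in both directions, while 466 to 1220 were higher and 430 to 879 lower at an unadjusted p below 0.05.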

As BLI interacts with CLF and *bli-1 clf-28* double mutants revealed a synergistic genetic interaction (Schatlowski et al., 2010), we analyzed the overlap of differentially expressed genes in *bli-1* and *clf-28* mutants (Farrona et al., 2011). 

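Supplemental Data 2 lists 18 genes as up-regulated and 11 as down-regulated in both *bli-1* and *clf-28*. Arrays of *clf-28* were not analysed here, and the values are those of *bli-1* against Col-0. Of the 18 genes, 15 were tested, and all 15 were at least 1.5-fold higher in *bli-1*, with a median log2 fold change of 1.14, which stayed the same with the 2 genes not well above background in Col-0 set to their bounds. All 11 of the down-regulated genes were tested and at least 1.5-fold lower, with a median of −1.10. limma called 0 of the 15 and 0 of the 11, although 15 and 11 passed an unadjusted p below 0.05. Adjusted over the list alone, 15 and 11 passed as well, which is not independent evidence, since the study chose its lists on these samples.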

We found a significant overlap of differentially expressed genes between the two mutants (Figure 1) (Supplemental Data 2). Importantly, *CLF* is not differentially expressed in *bli-1* (Figure S2) and *BLI* is not differentially expressed in *clf-28* (Farrona et al., 2011). 

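Of the 18 genes listed for both mutants, 8 are also on the list of H3K27me3 targets in Supplemental Data 3, and 7 of these were tested. Their log2 fold changes ran from 0.83 for *SPL4* (AT1G53160) to 1.79 for *BAM5* (AT4G15210). *SEPALLATA3* (*SEP3*, AT1G24260), a MADS-box gene among them, had a log2 signal of 8.71 ± 0.23 (SD, n = 2) in *bli-1* and 7.05 ± 0.14 (SD, n = 2) in Col-0. This is a log2 fold change of 1.66 (standard error 0.17, adjusted p = 0.0823 from limma), and the 2 probes of the gene gave 2.33 and 0.98. *SEP3* was called under 3 of 16 alternative settings.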

Among the commonly up-regulated genes in *bli-1* and *clf-28* are several H3K27me3 target genes (10 out of 18), e.g., the MADS-box transcription factor gene *SEPALLATA3* (*SEP3*). However, a large number of genes was only differentially expressed in one of either mutant. Because *CLF* function is masked by partial redundancy with *SWN*, we also compared the overlap of genes differentially expressed in *bli-1* and the strong *clf-28 swn-7* (*clf swn*) double mutant (Farrona et al., 2011), which is completely deficient in post-embryonic PRC2 function (Chanvivattana et al., 2004; Lafos et al., 2011). The overlap of genes up- regulated in *bli-1* and *clf swn* was significant (Figure 1C); among the 62 commonly differentially expressed genes 37 are targeted by H3K27me3. 

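All 62 genes were tested. At least a 1.5-fold rise was found for 59 of them, with a median log2 fold change of 1.13 over the list. 5 were called by limma, namely *ERDJ3A*, *SAG13*, *PDIL1-2*, AT5G11410 and *MPL1*. Of the 37 genes that also carry H3K27me3 in the paper's lists, 35 were at least 1.5-fold higher and 2 were called, *SAG13* and *MPL1*, with a median of 1.28 over the 37, or 1.24 with 2 genes at their bounds. Adjusted over the list alone, 59 of the 62 and 35 of the 37 passed, which is not independent evidence. The *clf swn* double mutant was not analysed here.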

The overlap of down-regulated genes in *bli-1* and *clf swn* was also significant (Figure 1D); almost half of the down-regulated genes in *bli-1* were also down-regulated in *clf swn*, revealing a strong co-regulation of genes by BLI, CLF, and SWN. 

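Of the genes that Supplemental Data 2 lists as down-regulated in both *bli-1* and *clf swn*, 101 were tested and 100 were at least 1.5-fold lower in *bli-1*. Their median log2 fold change was −1.01, and AT1G06100 was the 1 gene that limma called. The 53 of these genes on the H3K27me3 list of the paper had a median of −1.17. When adjusted over the list alone, 100 and 53 passed, again on lists chosen from these samples.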

Among the 101 commonly down-regulated genes in *bli-1* and *clf swn*, 53 were H3K27me3 target genes. Our data hence reveal that a subset of genes targeted by CLF and/or SWN are co-regulated by BLI. Importantly, BLI likely also regulates genes in a PcG-independent manner.

**Figure 1:**
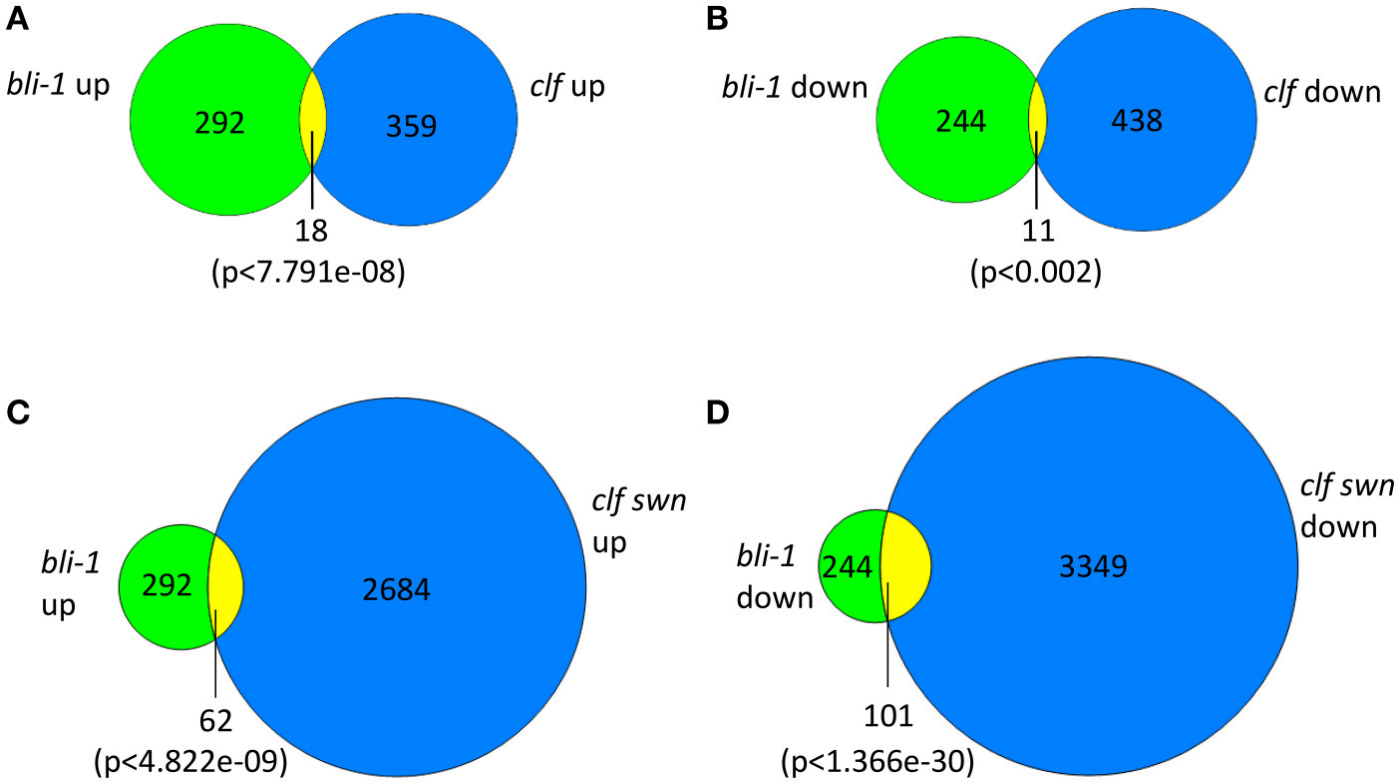
Venn diagrams of differentially expressed genes in *bli-1* compared to *clf-28* and *clf swn* double mutants. **(A)** Comparison of up-regulated genes in *bli-1* seedlings vs. up-regulated genes in *clf-28* (Farrona et al., 2011). **(B)** Comparison of down-regulated genes in *bli-1* seedlings vs. down-regulated genes in *clf-28*. The comparison of differentially expressed genes in *bli-1* and *clf-28* revealed a significant overlap between the two mutants. **(C)** Comparison of *bli-1* and *clf swn* up-regulated genes. **(D)** Comparison of *bli-1* and *clf swn* down-regulated genes. The overlap of *bli-1* and *clf swn* differentially expressed genes was highly significant. Statistical significance was tested using the hypergeometric distribution; a *p*-value below 0.05 was considered as statistically significant.

**Table 1:** H3K27me3 target genes differentially expressed in *bli-1* seedlings.

	**PcG (H3K27me3) targets**	**Total no. genes**	**Percentage of H3K27me3 targets**	**Chi square test (*p*-value)**
Genome wide (Oh et al., 2008)	7,832^*^	27,235^**^	28.76	
*bli-1* up+down	208	536	38.81	0.0003
*bli-1* up	109	292	37.33	0.0241
*bli-1* down	98	244	40.16	0.0064

* *Genome wide H3K27me3 target genes refer to data from Oh et al. (2008)*.

** *Total number of protein coding genes according to TAIR8 genome release. Statistical significance was tested by Chi square test with Yates correction; a p-value equal to or below 0.05 was considered as statistically significant*.

**Table 2:** H3K4me3 target genes differentially expressed in *bli-1* seedlings.

	**H3K4me3 targets**	**Total no. genes**	**Percentage of H3K4me3 targets**	**Chi-square test (*p*-value)**
Genome wide (Roudier et al., 2011)	17,836	27,235^*^	65.49	
*bli-1* up+down	313	536	58.40	0.1182
*bli-1* up	172	292	58.90	0.2938
*bli-1* down	141	244	57.79	0.2600

* *Genome wide H3K4me3 target genes refer to data from Roudier et al. (2011)*.

**Total number of protein coding genes according to TAIR8 genome release. Statistical significance was tested by Chi square test with Yates correction; a p-value equal to or below 0.05 was considered as statistically significant.

**Table 3:** Top 25 up-regulated genes in bli-1 12 day old seedlings.

**#**	**Symbol**	**Description**	**Fold change**	**H3K27me3 target**
1	AT1G18830	Transducin/WD40 repeat-like superfamily protein; Secretory 31A (SEC31A)	124.35	Yes^**^
2	AT4G21730	Pseudogene of N-ethylmaleimide sensitive factor (NSF)	48.15	No
3	AT5G64060	NAC domain containing protein 103 (NAC103)	23.48	No
4	AT5G55270	Protein of unknown function (DUF295)	18.52	Yes
5	AT1G09080	Heat shock protein 70 (Hsp 70) family protein, Binding protein 3 (BIP3)	17.31	Yes^**^
6	AT1G17960	Threonyl-tRNA synthetase	14.13	Yes^*^
7	AT3G08970	DNAJ heat shock N-terminal domain-containing protein, (ERDJ3A)	12.39	No
8	AT2G29350	Senescence-associated gene 13 (SAG13)	10.90	Yes
9	AT5G53230	Protein of unknown function (DUF295)	10.73	Yes
10	AT5G53240	Protein of unknown function (DUF295)	9.96	Yes
11	AT1G09180	Secretion-associated RAS super family 1 (SARA1)	8.44	No
12	AT3G57260	beta-1,3-glucanase 2, PATHOGENESIS-RELATED PROTEIN 2, (PR2)	8.00	Yes
13	AT2G38240	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	7.83	Yes
14	AT3G17050	Transposable element gene	7.65	Yes
15	AT3G55700	UDP-Glycosyltransferase superfamily protein	7.17	Yes^*^
16	AT5G64510	Tunicamycin-induced 1 (TIN1)	7.04	No
17	AT1G21528	Unknown protein	6.87	No
18	AT1G27020	Unknown protein	6.64	Yes
19	AT3G28899	Unknown protein	6.43	No
20	AT5G41761	Unknown protein	6.26	Yes
21	AT5G26270	Unknown protein	6.14	No
22	AT1G42990	basic region/leucine zipper motif 60 (bZIP60)	5.77	No
23	AT3G53232	ROTUNDIFOLIA like 1 (RTF1)	5.73	Yes
24	AT1G56060	Unknown protein	5.62	No
25	AT1G72280	Endoplasmic reticulum oxidoreductins 1 (ERO1)	5.37	No

Yes/no in the far-right column indicates if gene is a H3K27me3 target or not; Asterisks indicate genes that were tested for H3K27me3

(*) and H3K4me3

(**) *coverage in ChIP experiments*.

### *bli-1* mutants show a differential expression of H3K27me3 target genes but no loss of H3k27me3

To further understand the role of BLI in PcG-mediated gene regulation, we compared the *bli-1* differentially expressed genes to PcG (H3K27me3) target genes. Indeed, we identified a significant number of PcG target genes differentially expressed in *bli-1* seedlings (Table 1, Supplemental Data 3), but no differential expression of PRC2 members (Supplemental Data 1). 

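Supplemental Data 3 lists 113 up-regulated and 101 down-regulated H3K27me3 targets, of which 109 and 98 were tested. The median log2 fold change of the 109 was 1.22, or 1.18 with the 15 genes that were not well above background in Col-0 at their bounds, and that of the 98 was −1.15. At least a 1.5-fold change was seen for 107 and 98, and limma called 9 and 5. The 9 included *SEC31A*, *BIP3*, AT1G17960, *SAG13*, AT3G55700 and *RTFL1*, and the 5 were AT4G22505, AT4G22485, AT3G05727, AT4G22513 and AT1G06100. The numbers adjusted over the list alone were 107 and 98, on a choice of genes made from the same samples.
Lists of known genes, written down before the deposited values were examined, were tested with camera of limma, two-sided. Its preset correlation of 0.01 between genes was used, with Benjamini-Hochberg adjustment over 17 lists. The paper, which names genes from these arrays, was known when the lists were written. Independence of the lists from these samples is therefore not established. Of these lists, 8 had an adjusted p below 0.05. Those for the unfolded protein response, the stomatal lineage, trichome development, and epidermis and cuticle stayed below it with the fry test of limma, and 0 of the 8 did when camera estimated the correlation from the 4 arrays. A list of 24 developmental PcG targets, among them floral homeotic, *KNOX* and seed maturation genes, had a median log2 fold change of 0.30, with 19 members higher and 5 lower in *bli-1* (camera adjusted p = 5.35e-05, between 1.02e-06 and 0.221 over 18 alternatives, 0.0574 with fry). Only 13 of the 24 were well above background on all 4 arrays. With the 8 genes without a fold change left out and 3 genes at their bounds, the median was 0.41. limma called 0 of the 24 and 4 passed an unadjusted p below 0.05, and adjusted over the list alone the same 4 passed, which were *SEP3*, *SEP2*, *PI* and *CLV3*.
A list of 8 PRC2 members had a median log2 fold change of 0.06, with 6 members higher and 2 lower in *bli-1* (camera adjusted p = 0.466, between 0.133 and 0.879 over 18 alternatives, under which the median ran from −0.01 to 0.13). limma called 0 of them, and 0 passed either an unadjusted p below 0.05 or the threshold adjusted over the list alone. *CLF* (AT2G23380) changed by −0.12 (standard error 0.14, adjusted p = 0.734 from limma), and *SWN*, *EMF2*, *VRN2*, *FIE* and *MSI1* changed by −0.08 to 0.11. *MEA* (AT1G02580) was at 7.98 log2 units on the array of *bli-1* replicate 2, but at 6.46 in replicate 1 and 6.53 in Col-0 replicate 2, and has no fold change (adjusted p = 0.641 from limma). *FIS2* was well above background on 0 Col-0 arrays and 1 *bli-1* array and has none either. With both left out, the median of the list was 0.03. *MEA* and *FIS2* were called with the slide as a block and without *bli-1* replicate 1.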

To further address the role of *BLI* in PcG mediated gene repression and reveal possible changes in H3K27me3 levels at differentially expressed genes, we performed Chromatin immunoprecipitation (ChIP) (Figure 2A). For ChIP experiments we used *bli-1, clf-28*, and the wildtype Col-0. Furthermore, we used the novel *bli-11* mutant, which strongly resembles *bli-1*, as an internal control to exclude possible T-DNA-dependent effects on *bli-1* chromatin modifications (for characterization of *bli-11* see Figure S3). We determined H3K27me3 levels at MADS-box transcription factor genes *PI* (*PISTILLATA*), *SEP2* (*SEPALLATA2*), and *SEP3*, which are well-known Pc-G target genes and are up-regulated in *bli-1*. Moreover, we determined H3K27me3 levels at several highly up-regulated Pc-G target genes in *bli-1*: *BIP3* (*BINDING PROTEIN3*), *SEC31A* (*SECRETORY31A*), At3g55700, At1g17960, and *LTP2* (*LIPID TRANSFER PROTEIN2*; Table 3). 

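*PI* (AT5G20240) had a log2 signal of 8.58 ± 0.07 (SD, n = 2) in *bli-1* and 7.36 ± 0.07 (SD, n = 2) in Col-0, a log2 fold change of 1.22 (standard error 0.13, adjusted p = 0.0823 from limma). *SEP2* (AT3G02310), which was not well above background on any Col-0 array, was at least 2.27-fold higher in *bli-1* (adjusted p = 0.117 from limma). Both were called under 2 of 16 alternative settings, the slide as a block and without *bli-1* replicate 1.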

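*SEC31A* (AT1G18830) was at least 70.4-fold higher in *bli-1*, at 12.99 ± 0.09 log2 units (SD, n = 2), than in Col-0, where it was well above background on 1 of 2 arrays (adjusted p = 0.00578 from limma). *BIP3* (AT1G09080) was called higher as well (adjusted p = 0.00769 from limma). Its first probe, which was well above background on all 4 arrays, gave a log2 fold change of 4.38 (standard error 0.14), and its second, well above background on 1 of 2 Col-0 arrays, was at least 7.15-fold higher. The log2 fold change of AT1G17960 was 3.45 (standard error 0.13, adjusted p = 0.00854 from limma) and that of AT3G55700 was 2.49 (standard error 0.15, adjusted p = 0.0315 from limma). *LTP2* (AT2G38530) rose by 1.98 (standard error 0.35), with an SD of 0.49 in Col-0 and 0.52 in *bli-1* (n = 2 each), and did not pass adjustment (adjusted p = 0.184 from limma).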

*AG* (*AGAMOUS*) is one of the main target genes of CLF and carries reduced H3K27me3 levels in *clf* mutants leading to ectopic expression (Goodrich et al., 1997; Schubert et al., 2006). In our ChIP experiments, both *bli* mutants did not show significant changes in H3K27me3 levels at all analyzed loci. *clf-28* showed significantly reduced H3K27me3 levels at *AG*, as expected, but not at other loci. In summary, we could not detect reduced levels of H3K27me3 at the tested loci in *bli-1* and *bli-11* mutants, despite a strong de-repression of these genes in *bli-1*, suggesting that differential expression of these genes is independent or downstream of H3K27me3. However, it is possible that changes in chromatin modifications at the tested loci are only occurring in specific tissues, which we would not detect in our analysis using whole seedlings.

**Figure 2:**
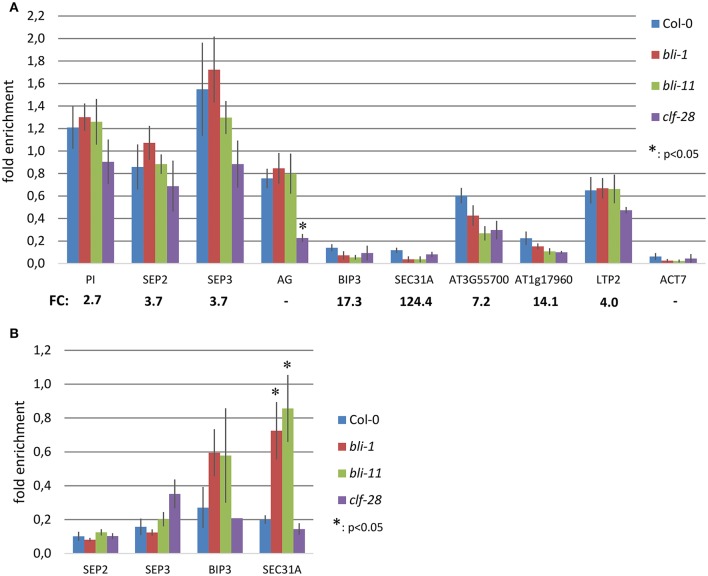
Chromatin immunoprecipitation (ChIP) in *bli* and *clf* mutants. **(A)** H3K27me3 levels at Polycomb target genes in 14 day old seedlings. Chromatin was precipitated using H3K27me3 antibodies and was amplified by quantitative PCR using oligonucleotides binding inside the gene body. H3K27me3 levels at each locus were normalized to the *FUS3* locus. FC: fold-change in expression level in *bli-1* compared to the wild type. **(B)** H3K4me3 levels at Polycomb target genes in 14 day old seedlings. Chromatin was precipitated using H3K4me3 antibodies and was amplified by quantitative PCR using oligonucleotides binding near the transcriptional start site. H3K4me3 levels at each locus were normalized to the *ACT7* locus. All ChIP experiments were performed twice with 2 biological and 3 technical replicates, respectively, and showed similar results. Error bars indicate ±SE of 2 independent experiments. Test for statistical significance by Student's *t*-test; a *p*-value below 0.05 was considered as statistically significant.

The action of PcG proteins is counteracted by Trithorax group (TrxG) proteins, which set the activating H3K4me3 mark. H3K4me3 targets a much higher number of genes (~50% of the Arabidopsis genome) than H3K27me3 (Oh et al., 2008; Zhang et al., 2009; Bouyer et al., 2011; Roudier et al., 2011). To test if the increased expression of PcG-target genes in *bli-1* mutants is due to increased activity of TrxG proteins—hence elevated levels of H3K4me3 at those genes—we performed a ChIP experiment using antibodies directed against H3K4me3 (Figure 2B). For H3K4me3 ChIP experiments we analyzed two PcG target genes carrying a high level of H3K27me3 (*SEP2, SEP3*) and two carrying a low H3K27me3 level (*BIP3, SEC31A*). Only the highest expressed gene in *bli-1, SEC31A* (Table 3), showed significantly increased H3K4me3 levels (Figure 2B), suggesting that elevated expression of PcG target genes in *bli* mutants is not necessarily related to an increased H3K4me3 accumulation. Generally, genes targeted by H3K4me3 were not enriched among differentially expressed genes in *bli-1* compared to the number of H3K4me3 target genes in the genome (Table 2).

### *bli* plants show additional expression domains of *CLV3* and *CYCB1;1*

In the severe *clf swn* double mutant H3K27me3 is completely lost (Lafos et al., 2011). Cell fate decisions in this mutant cannot be maintained throughout development, leading to a loss of cell identity and the formation of callus-like tissue (Chanvivattana et al., 2004). Presence of blister-like structures in *bli-1* (Schatlowski et al., 2010) and *bli-11* mutants (Figures S3F,G) indicate a loss of cell identity in *bli* mutants. The blister-like structures may have meristematic activity or are actively dividing cells in an otherwise differentiated tissue. However, transcriptional profiling of *bli-1* did not reveal changes in the expression of the stem cell marker *CLV3* (*CLAVATA 3*) and the cell division marker *CYCB1;1* (*CYCLIN-DEPENDENT PROTEIN KINASE B1;1*), possibly because differential expression of a gene in a small population of cells might not be detected when whole seedlings are used for transcriptional profiling. 

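*CLV3* (AT2G27250) was not well above background on any Col-0 array and was at least 1.39-fold higher in *bli-1*. Its log2 signal was 7.01 and 6.91 on the *bli-1* arrays and 6.32 and 6.41 on the Col-0 arrays (adjusted p = 0.247 from limma), and it was called under 0 of 16 alternative settings. *CYCB1;1* (AT4G37490) had a log2 fold change of 0.17 (standard error 0.13, adjusted p = 0.654 from limma).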

To test if this could be the case for *bli* mutants, we analyzed the expression pattern of a *CLV3:GUS* and a *CYCB1;1:GUS* reporter gene in the *bli-11* mutant. We used *bli-11* for GUS reporter assays since *bli-1* shows ectopic expression of *LAT52:GUS* present on the SAIL T-DNA integrated in the *BLI* locus (Schatlowski et al., 2010).

*CLV3:GUS* showed ectopic expression in 43% (32 out of 74 seedlings) of *bli-11* seedlings, mainly in hypocotyls and cotyledons (Figures 3B–F). *CYCB1;1:GUS* was also ectopically expressed in *bli-11* (32%, 8 of 25 seedlings) (Figures 3H–L), particularly in differentiated leaves in which *CYCB1;1* expression has seized in wild type plants. Expression of both reporters was confined to a limited number of cells, which may reflect blister-like structures or de-differentiating cells. Overall, ectopic expression of the stem cell marker *CLV3* and the cell division marker *CYCB1;1* in *bli-11* mutants indicate that *BLI* acts in maintaining cell identity and in suppression of improper or ectopic cell-divisions.

**Figure 3:**
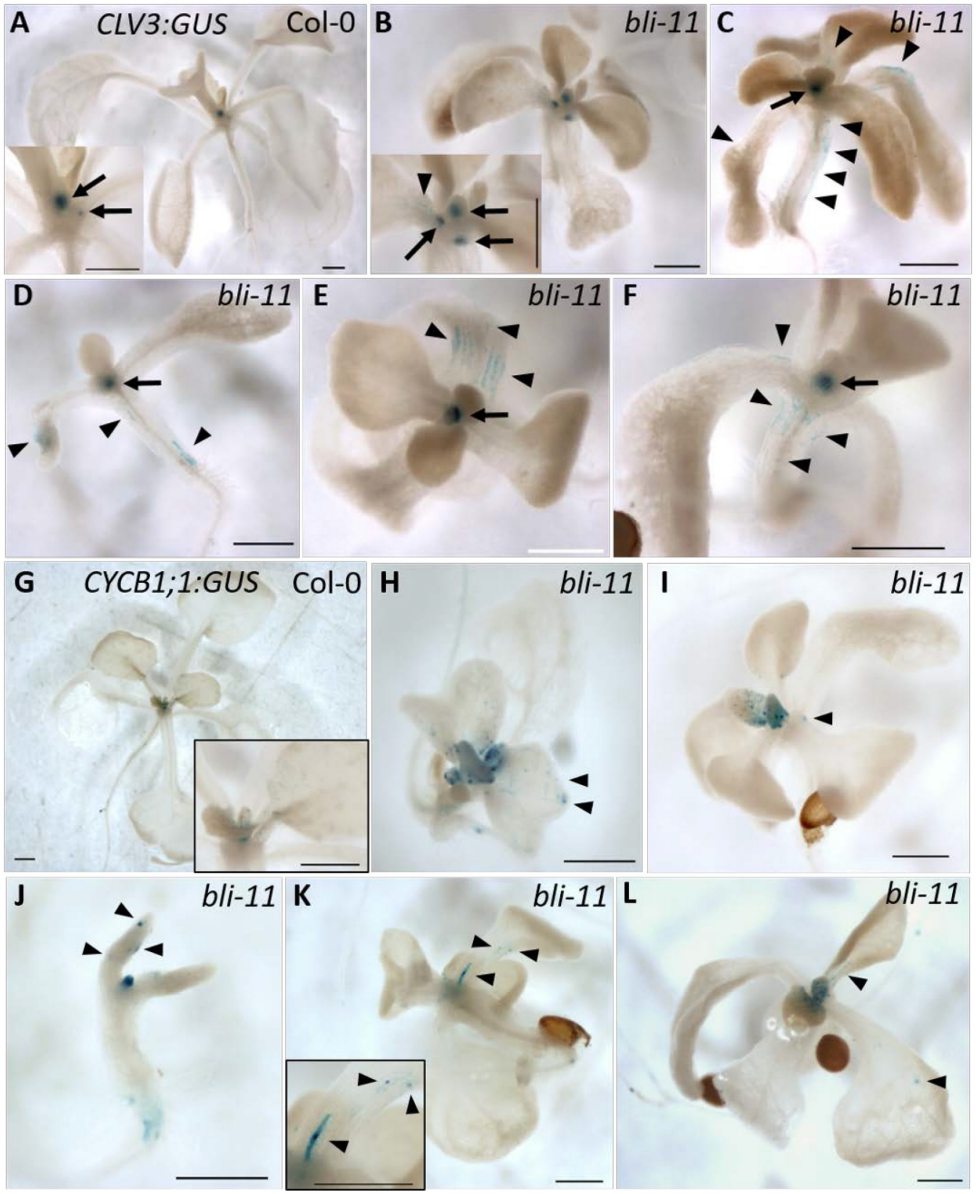
Expression of *CLV3:GUS* and *CYCB1;1:GUS* in *bli-11* mutants. **(A)** Col-0 seedlings showed SAM-specific *CLV3:GUS* expression. **(B–F)** 43% of *bli-11* mutants showed an ectopic expression of *CLV3:GUS*, revealing a loss of cell identity. Arrows point to meristems (SAM and axillary) and arrowheads mark ectopic *CLV3:GUS* expression. **(G)** Col-0 expressing *CYCB1;1:GUS*. **(H–L)** 32% *bli-11* seedlings showed ectopic expression of *CYCB1;1:GUS*. Arrowheads mark ectopic *CYCB1;1:GUS* expression. Scale bars are 500 μm.

### Stress-responsive genes are strongly up-regulated in *bli-1* mutants

In order to functionally characterize the differentially expressed genes in *bli-1*, we performed a GO-term analysis. We found enrichment of several GO-terms for stress-responses among the up-regulated genes in *bli-1*; a subset of these GO-terms is displayed in Table 4 (for full list of GO terms see Supplemental Data 4). 

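A list of 30 genes of the endoplasmic reticulum (ER) unfolded protein response was written down before the deposited values were examined, with the paper already known. It holds chaperones, protein disulfide isomerases, components of ER-associated degradation and transcription factors. The median log2 fold change of the list in *bli-1* was 0.63 and stayed between 0.57 and 0.70 with each array left out. Of the 30, 27 were higher and 3 lower (camera adjusted p = 1.82e-20, between 1.37e-32 and 0.221 over 18 alternatives, 0.0284 with fry). limma called 7, 17 passed an unadjusted p below 0.05, and adjusted over the list alone 17 passed. The paper's Supplemental Data 1 holds 15 of the 30 genes. Besides *NAC103*, *BIP3* and *ERDJ3A*, the 7 called genes were *TIN1* (AT5G64510) with a log2 fold change of 2.60 (standard error 0.14), *BZIP60* (AT1G42990) with 2.48 (standard error 0.12, adjusted p = 0.0177 from limma), *PDIL1-2* (AT1G77510) with 2.48 (standard error 0.17) and *ERO1* (AT1G72280) with 2.23 (standard error 0.14). In Supplemental Data 4, 6 genes stand under the term for ER stress, with log2 fold changes here from 1.20 for *UTR1* (AT2G02810) to 2.48 for *BZIP60*, and these 2 genes stand under the term for the ER unfolded protein response.

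**Figure D2:**
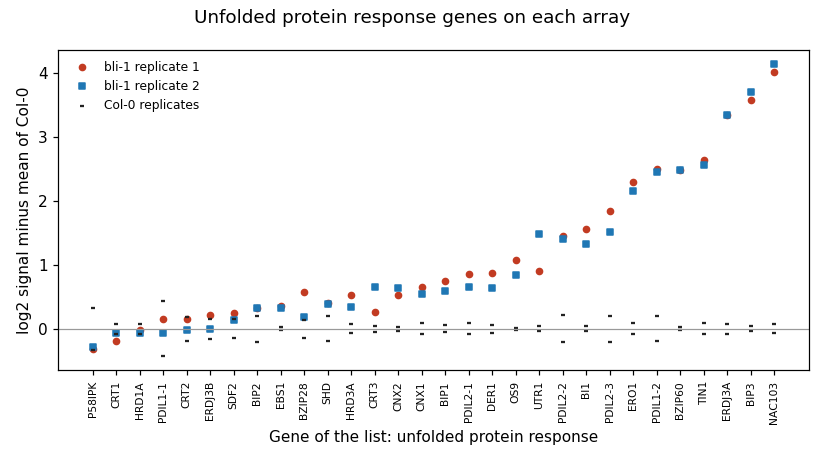
Log2 signal minus the mean of Col-0 for the genes of the unfolded protein response list, with 1 point per array. Circles and squares are *bli-1* replicates 1 and 2 and dashes are the Col-0 replicates. *NAC103* has the largest rise, 4.09 on average, and 27 of the 30 genes lie above 0 on average.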

The most significantly enriched GO-terms for a specific form of stress were “response to endoplasmic reticulum stress” (GO-ID: 0034976) and “endoplasmic reticulum unfolded protein response” (GO-ID: 0030968). This might indicate that BLI plays a role in the regulation of the ER-stress response/UPR (unfolded protein response). The GO-term “response to heat” (GO-ID: 0009408) was also enriched among up-regulated genes in *bli-1*.

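The 4 genes under this term in Supplemental Data 4 are *BIP3*, *ERDJ3A*, *TCH4* and *BIP1*, and 3 of them are also on the unfolded protein response list. *ERDJ3A* (AT3G08970) had a log2 fold change of 3.34 (standard error 0.13, adjusted p = 0.00984 from limma), *TCH4* (AT5G57560) of 1.59 (adjusted p = 0.117 from limma) and *BIP1* (AT5G28540) of 0.67 (adjusted p = 0.228 from limma). A separate list of 16 cytosolic heat shock genes, which holds 0 of these 4, had a median log2 fold change of −0.08 and a mean of 0.07, with 7 members higher and 9 lower in *bli-1* (camera adjusted p = 0.683, between 0.423 and 0.821 over 18 alternatives, under which the median ran from −0.16 to 0.48). The median was −0.14 with 3 genes without a fold change left out. limma called 0 of the 16, 2 passed an unadjusted p below 0.05 and 0 passed adjusted over the list alone.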

**Table 4:** Selected GO-IDs enriched in up- and down-regulated genes in *bli-1*.

**GO-ID**	**Term-name**	***p*-value**
**UP-REGULATED IN** ***BLI-1***		
GO:0006950	Response to stress	9.75E-11
GO:0034976	Response to endoplasmic reticulum stress	4.09E-11
GO:0030968	Endoplasmic reticulum unfolded protein response	0.000484
GO:0009408	Response to heat	0.005793
GO:0009414	Response to water deprivation	0.012527
GO:0009737	Response to abscisic acid stimulus	0.018293
GO:0009651	Response to salt stress	0.040284
**DOWN-REGULATED IN** ***BLI-1***		
GO:0010374	Stomatal complex development	6.75E-06
GO:0048367	Shoot development	0.000113
GO:0048366	Leaf development	0.000372
GO:0008544	Epidermis development	0.000588
GO:0042335	Cuticle development	0.003212
GO:0009409	Response to cold	0.022874
GO:0009611	Response to wounding	0.029012

*Statistical significance was determined using the hypergeometric test with Benjamini-Hochberg correction; a p-value below 0.05 was considered as statistically significant. A GO Slim analysis can be found in Figure S1*.

The “response to abscisic acid stimulus” (GO-ID: 0009737) was also significantly enriched among *bli-1* up-regulated genes. 

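The 5 genes under this term in Supplemental Data 4 had log2 fold changes of 0.95 for *MYB112* (AT1G48000), 1.02 for *HAI1* (AT5G59220), 1.04 for *PLC1* (AT5G58670), 1.78 for *PMZ* (AT3G28210) and 1.94 for *GRP5* (AT3G20470). limma called 0 of the 5, and 5 passed an unadjusted p below 0.05. A list of 20 ABA-induced marker genes had a median of 0.05 and a mean of 0.24, with 11 members higher and 9 lower in *bli-1* (camera adjusted p = 0.218, between 0.0324 and 0.531 over 18 alternatives). The median ran from −0.03 to 0.63 over the alternatives and did not move with genes at their bounds. limma called 0 of the 20, 4 passed an unadjusted p below 0.05 and 0 passed adjusted over the list alone.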

The phytohormone abscisic acid (ABA) promotes seed dormancy and desiccation tolerance and regulates embryo and seed development. In adult plants ABA regulates general growth and reproduction and is induced by abiotic stresses, such as drought, high salinity, and cold, and hence considered a “stress hormone” (reviewed in Tuteja, 2007). In *bli-1* seedlings we found a significant differential expression of ABA-responsive genes (Zeller et al., 2009; Table 5, full list in Supplemental Data 5). Additionally, a significant number ABA-responsive genes is also targeted by H3K27me3. This suggests an important function for BLI in regulating ABA-responsive PcG target genes (Table 5). 

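Of the ABA-responsive genes in Supplemental Data 5, 51 of the 55 up-regulated and 43 of the 43 down-regulated genes were tested. The 51 and the 43 were at least 1.5-fold changed in the listed direction, with median log2 fold changes of 1.08 and −1.11. limma called *SAG13* among the 51 and AT4G22513 among the 43. Adjusted over the list alone, 51 and 43 passed, which is not independent evidence.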

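The ABA-responsive genes that the paper also lists as H3K27me3 targets were 25 up-regulated and 22 down-regulated, of which 24 and 22 were tested. Their median log2 fold changes were 1.24 and −1.27. The same *SAG13* and AT4G22513 were the called genes, and 24 and 22 passed an unadjusted p below 0.05.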

Interestingly, among the 18 commonly up-regulated genes in *bli-1* and *clf-28* mutants, 7 were regulated by ABA. 

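Of these 7 genes, 5 were tested. Their log2 fold changes in *bli-1* ran from 0.71 for *TPS10* (AT1G60140) to 1.18 for *GLYI7* (AT1G80160), with a median of 0.84, or 0.77 with 1 gene at its bound. limma called 0 of the 5, and 5 passed an unadjusted p below 0.05.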

Among differentially expressed ABA-responsive genes we did not detect key regulators of ABA biosynthesis or catabolism, or ABA perception and transport. This indicates that down-stream processes of ABA signaling, possibly genes transcriptionally regulated by ABA signaling, are affected in *bli-1*. 

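A list of 32 genes of ABA biosynthesis, catabolism, perception and transport had a median log2 fold change of 0.01 and a mean of −0.01, with 16 members higher and 16 lower in *bli-1* (camera adjusted p = 0.746, between 0.305 and 0.948 over 18 alternatives, under which the median ran from −0.13 to 0.26). The median was 0.02 with 9 genes without a fold change left out. limma called 0 of the 32, while 1 higher and 3 lower genes passed an unadjusted p below 0.05. Adjusted over the list alone, 1 passed, *PYL2* (AT2G26040), which encodes an ABA receptor. It fell by 1.05 on the log2 scale (standard error 0.14, adjusted p = 0.12 from limma), and it is also among the ABA-responsive genes that the paper lists as down-regulated.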

As ABA regulates responses to drought stress and high salinity, it is consistent that the GO-terms “response to water deprivation” (GO-ID: 0009414) and “response to salt stress” (GO-ID: 0009651) were also significantly enriched among *bli-1* up-regulated genes. 

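The 5 genes under the term for salt stress in Supplemental Data 4 had log2 fold changes from 0.61 for *DELTA-OAT* (AT5G46180) to that of *PLC1*, with a median of 0.73. limma called 0 of the 5, and 5 passed an unadjusted p below 0.05. *WRKY25* (AT2G30250) rose by 0.73 (adjusted p = 0.184 from limma).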

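The 4 genes under the term for water deprivation in Supplemental Data 4 are *NAC019*, *GSTF6*, *HAI1* and *PLC1*. *NAC019* (AT1G52890) had a log2 fold change of 1.53 (standard error 0.15, adjusted p = 0.0756 from limma) and was called under 3 of 16 alternative settings, and *GSTF6* (AT1G02930) rose by 1.67 (adjusted p = 0.0721 from limma). limma called 0 of the 4, and 4 passed an unadjusted p below 0.05. In the paper's own lists, 2 of the 4 are ABA-responsive, 3 are H3K27me3 targets and 2 are both.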

A detailed analysis of the genes belonging to the GO-term “response to water deprivation” revealed that most of these genes are directly regulated by ABA and targeted by H3K27me3. Taken together, up-regulation of genes in *bli* mutants which are regulated in “response to abscisic acid stimulus,” “response to water deprivation,” and “response to salt stress” indicates a role of *BLI* in ABA-dependent gene regulation.

**Table 5:** Differential expression of ABA-responsive and SAR genes in *bli-1* mutants.

	**ABA-responsive genes**	**Total no. genes**	**percentage of ABA-responsive genes**	**Chi square test (*p*-value)**
Genome wide (Zeller et al., 2009)	2,197	27,235^*^	8.07	
*bli-1* up+down	98	536	18.28	<0.0001
*bli-1* up	55	292	18.84	<0.0001
*bli-1* down	43	244	17.62	<0.0001
*bli-1* H3K27me3 target genes	47	208	22.60	<0.0001
	**SAR (up)**		**Percentage of SAR genes**	
Genome wide (Gruner et al., 2013)	547	27,235^*^	2.01	
*bli-1* up	56	292	19.18	<0.0001
*bli-1* down	2	244	0.82	0.2840

In bli-1 a significant number of ABA-responsive genes (Zeller et al., 2009) is differentially expressed. Also differentially expressed H3K27me3 target genes in bli-1 are enriched for ABA responsive genes. A significant number of genes up-regulated in bli-1 was also up-regulated by SAR (Gruner et al., 2013).

* *Total number of protein coding genes according to TAIR8 genome release. Statistical significance was determined using Chi square test with Yates correction; a p-value below 0.05 was considered as statistically significant*.

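A list of 14 genes of the stomatal lineage had a median log2 fold change of −0.79, and 14 of 14 were lower in *bli-1* (camera adjusted p = 1.60e-13, between 1.74e-14 and 0.221 over 18 alternatives, 0.0117 with fry). With each array left out the median stayed between −0.96 and −0.72. limma called 1 of them, *TMM* (AT1G80080), with a log2 fold change of −2.30 (standard error 0.13, adjusted p = 0.0268 from limma). At an unadjusted p below 0.05, 8 were lower, and adjusted over the list alone 8 passed, which are also in the paper's Supplemental Data 1. Among these, *SDD1* fell by 1.74, *SPCH* by 1.02 and *SCRM2* by 0.64 on the log2 scale. These genes and *TMM* are the 4 under the stomatal term in Supplemental Data 4. On *bli-1* replicate 2, *SPCH* was at 6.23 and *SDD1* at 6.56 log2 units, where the 25th percentile of the gene spots was 6.47. A larger share of spots passed as well above background on that array, so the size of these 2 falls near the floor is uncertain. A list of 11 trichome genes had a median of −0.54, with 8 members lower and 3 higher (camera adjusted p = 6.18e-05, between 9.44e-06 and 0.221 over 18 alternatives, 0.0329 with fry). limma called 0 of the 11, 5 passed an unadjusted p below 0.05, and adjusted over the list alone 5 passed. The 8 genes under the term for shoot development and the 6 under that for leaf development fell by 0.76 to 2.30 on the log2 scale, and 1 and 0 were called. They include *GL1* (AT3G27920), which fell by 1.87, *TRY* (AT5G53200), which fell by 1.30, and *GIS* (AT3G58070), which fell by 1.09. *GL1* was at 6.27 log2 units on *bli-1* replicate 2, so the size of its fall is uncertain too.

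**Figure D3:**
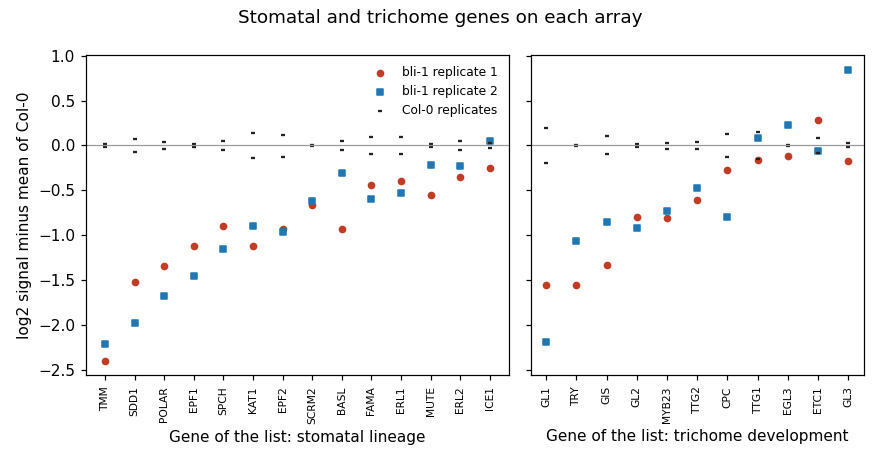
Log2 signal minus the mean of Col-0 for the genes of the stomatal lineage list and of the trichome development list, with 1 point per array. Circles and squares are *bli-1* replicates 1 and 2 and dashes are the Col-0 replicates. *TMM* has the largest fall, −2.30 on average, and 14 of the 14 stomatal genes lie below 0 on average.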

GO-term analysis of down-regulated genes in *bli-1* revealed strong enrichment of developmental processes, such as “stomatal complex development” (GO-ID: 0010374), “shoot development” (GO-ID: 0048367), and “leaf development” (GO-ID: 0048366) (Table 4). Our previous study indeed showed affected shoot and leaf development in *bli-1* (Schatlowski et al., 2010). Moreover, we previously showed that epidermis and cuticle development are affected in *bli-1*, resulting in gaps in the epidermis (Schatlowski et al., 2010). 

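A list of 25 epidermis and cuticle genes had a median log2 fold change of −0.26 and a mean of −0.24, with 19 members lower and 6 higher in *bli-1* (camera adjusted p = 5.35e-05, between 1.83e-07 and 0.221 over 18 alternatives, 0.00203 with fry). The median was −0.28 with 2 genes without a fold change left out. One of these, *MAH1* (AT1G57750), was bright on the array of *bli-1* replicate 2 alone, next to other spots that were bright on that array alone. limma called 0 of the 25 and 6 passed an unadjusted p below 0.05. Adjusted over the list alone 5 passed, among them *DCR* (AT5G23940), which fell by 1.82, and *PDF1* (AT2G42840), which fell by 1.43. In Supplemental Data 4, 5 genes stand under the term for epidermis development and 2 under that for cuticle development, and their median log2 fold changes were −1.09 and −0.72. Of 3 genes under the term for wounding, 2 were tested, AT4G10270 at −2.48 and *JMT* (AT1G19640) at −0.62. limma called 0 of the genes under these 3 terms.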

Consistent with this observation, we found the GO-terms “epidermis development” (GO-ID: 0008544), “cuticle development” (GO-ID: 0042335), and “response to wounding” (GO-ID: 0009611) among the down-regulated genes in *bli-1* (Table 4). A study by Purdy et al. (2010) showed that the induction of cold stress-responsive genes was impaired in *bli* mutants exposed to prolonged cold. Conclusively, the GO-term “response to cold” (GO-ID: 0009409) was enriched among down-regulated genes in *bli-1* revealing that, even under ambient temperatures, the expression of cold regulated genes is affected. 

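The 4 genes under this term among the down-regulated genes in Supplemental Data 4 were *CA1* (AT3G01500), *KCS5* (AT1G25450), *SCRM2* and *FDH* (AT2G26250). Their log2 fold changes were −0.81, −0.84, −0.64 and −0.60. limma called 0 of the 4, and 4 passed an unadjusted p below 0.05. A list of 13 cold-induced genes had a median of 0.21 and a mean of −0.02, with 8 members higher and 5 lower in *bli-1* (camera adjusted p = 0.577 with the direction higher, between 0.252 and 0.771 over 18 alternatives). limma called 0 of the 13, 1 higher and 1 lower passed an unadjusted p below 0.05, and 0 passed adjusted over the list alone. *COR15A* (AT2G42540) changed by −1.20 (standard error 0.49, adjusted p = 0.526 from limma), with an SD of 0.97 (n = 2) in Col-0, and by −1.87 to −0.53 with each array left out.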

Taken together, the GO term analysis of up- and down-regulated genes in *bli-1* strongly indicates a role for BLI in repression of stress-responsive genes which are to a large extent H3K27me3 targets and promotion of genes involved in developmental control.

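Over the whole of Supplemental Data 1, the 278 up-regulated and 230 down-regulated loci that were tested, each counted a single time, had median log2 fold changes of 1.13 and −0.98, or 1.11 and −0.97 with 25 and 6 of them at their bounds. These genes were chosen on the same samples, so their medians are not independent evidence. From the terms found among them, the paper proposes a role for BLI in repressing stress-responsive genes, to a large extent H3K27me3 targets, and in promoting genes of developmental control.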

To confirm that BLI plays an important role in the regulation of stress responses we performed Principal Component analysis (PCA) on the expression patterns of *bli-1* and responses to cold, drought, wounding (Kilian et al., 2007) and ER-stress (Nagashima et al., 2011; Figure 4). *bli-1* clustered strongly with responses to prolonged drought and wounding and with ER-stress. PC1 separated *bli-1* from prolonged cold stress (>3 h) as well as short-term wounding responses. PC2 separated *bli-1* from short-term responses to cold, drought, and wounding. PC1 and PC2 could explain about 25 and 13% of the observed variance in the data, respectively, hence showing that those PCs were relevant for revealing differences between samples/treatments. The results of our PCA further indicate that BLI is an important regulator of genes involved in several stress responses.

**Figure 4:**
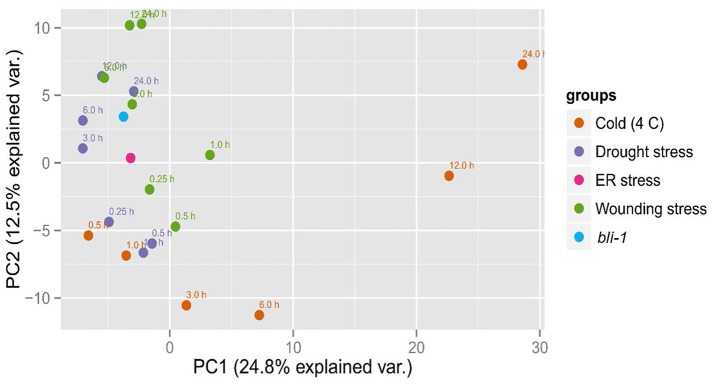
Principal Component Analysis (PCA) of *bli-1* mutants and several stress responses. Results from the *bli-1* microarray were compared to cold-, drought-, and wounding responses (Kilian et al., 2007) as well as to ER-stress (Nagashima et al., 2011). In the cases of stress treatment, expression was normalized against control, while the data on *bli-1* was normalized against wild type. We performed Principal Component Analysis on the log2-tranformed fold changes in gene expression (see Section Materials and Methods).

Finally, we tested if BLI is also involved in biotic stress responses and compared differentially expressed genes in *bli-1* with genes up-regulated by systemic acquired resistance (SAR) (Gruner et al., 2013). We found that a high number of genes up-regulated by SAR were also up-regulated in *bli-1* (Table 5). Interestingly, out of the 56 genes commonly up-regulated in *bli-1* and by SAR, 23 are also up-regulated in response to ER-stress. This once again shows that stress responses in plants are interconnected, and that a regulator of one stress response can regulate several linked pathways or rather commonly regulated genes.

### *bli* mutants are hypersensitive to desiccation stress

The GO-term analysis and PCA strongly indicated that *BLI* plays an important role in regulation of stress responses. Because *bli-1* clustered strongly with long term drought stress responses in the PCA, we aimed to analyze the ability of *bli* mutants to cope with desiccation. For that purpose, we subjected two strong *bli* mutants, *bli-1* and *bli-11*, to different periods of desiccation stress (Table 6; for experimental setup see Figure S4). The stress treatment revealed that both *bli* mutants were hypersensitive to desiccation (Table 6 and Figure 5). Both complemented lines were able to rescue the desiccation-sensitive *bli* phenotype under the tested conditions, although the *bli-1/BLI:BLI-GFP* line showed a mild desiccation sensitivity after 0.5 and 1 h of desiccation stress, suggesting only partial complementation. These results show that loss of *BLI* reduces the ability of *bli* mutants to survive under desiccation stress conditions.

**Table 6:** Survival of *bli* mutants and complemented lines after different periods of desiccation stress.

**Exposure to drought (h)**	**0**	**0.5**			**1**			**2**		
**Genotype**	**Viable**	**Viable**	**Dead**	**Fishers exact test *p*-value**	**Viable**	**Dead**	**Fishers exact test *p*-value**	**Viable**	**Dead**	**Fishers exact test *p*-value**
Col-0	398	394	1		198	143		83	275	
*bli-1*	283	242	45	0.0001	73	192	0.0001	7	285	0.0001
*bli-1*/BLI:BLI-GFP	314	320	18	0.0001^*^	147	180	0.0001^*^	54	264	0.0001^*^
*bli-11*	231	126	47	0.0001	22	148	0.0001	5	150	0.0001
*bli-11*/BLI:BLI-GFP	349	340	5	0.0001^*^	170	150	0.0001^*^	137	207	0.0001^*^

Five day old seedlings underwent 0, 0.5, 1, and 2 h of desiccation stress (see Figure S4 for experimental setup) and were scored for survival 5 days after stress treatment. Four independent experiments with each two biological replicates were combined here. Ratios of all bli mutants were compared to the wild type.

* *Ratios of complemented lines were compared to the respective mutant, to test the complementation ability. Statistical significance was analyzed using fishers exact test; a p-value equal to or below 0.05 was considered as statistically significant*.

**Figure 5:**
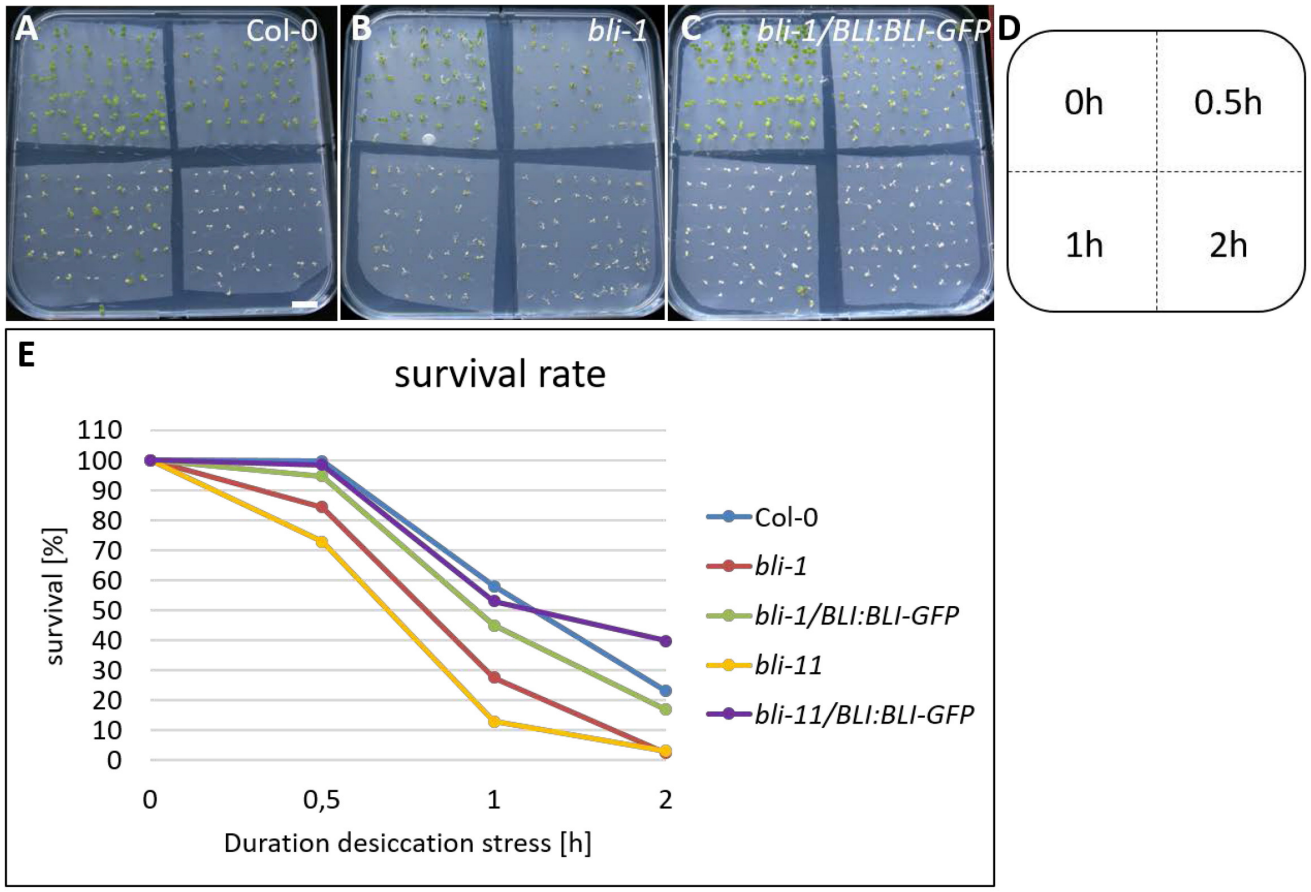
Desiccation stress treatment of *bli* mutants and complemented lines. Five day old seedlings underwent 0, 0.5, 1, and 2 h of desiccation stress **(A–D)** and were scored for survival 5 days after stress treatment **(E)**. Survival of all genotypes was strongly reduced with increasing duration of desiccation stress treatment. Scale bar is 1 cm.

## Discussion

### Regulation of PCG target genes by BLI

We previously identified BLI as an interactor of the PRC2 methyltransferase CLF (Schatlowski et al., 2010). To further dissect the role of BLI in PcG-related and -unrelated functions, we analyzed the transcriptome of *bli-1* seedlings and found a significant overlap of genes regulated by BLI and CLF. However, a high number of genes was not co-regulated by BLI and CLF, possibly because BLI has PcG-independent functions, or the function of CLF is masked by its partial redundancy with SWN. To account for the latter, the overlap of genes regulated by BLI and CLF/SWN was analyzed, revealing a stronger co-regulation of genes by BLI and CLF/SWN as for CLF alone. Nevertheless, the overlap in co-regulated genes was relatively small, possibly due to the fact that the gene expression analyses in *clf*, *clf swn*, and *bli* was not performed in identical conditions, in a tissue-specific manner and/or did not take all Arabidopsis transcripts into account due to the array-based transcriptomic analyses. Our analyses still indicate, however, that BLI plays an important role in regulating a subset of genes targeted by PRC2 containing CLF or SWN. Importantly, transcriptional profiling of *bli-1* revealed a significant differential expression of PcG target genes, but ChIP experiments revealed neither reduction nor loss of H3K27me3 levels at these loci (Figure 2A) as we had previously revealed for additional loci (Schatlowski et al., 2010). Silencing of PcG target genes is not only dependent on PRC2 but also on PRC1, and other PcG proteins. Levels of H3K27me3 are affected in all analyzed PRC1 mutants but not at all PcG target genes (Calonje et al., 2008; Derkacheva et al., 2013; Yang et al., 2013; Wang et al., 2016). The PRC1 protein EMF1 is an interactor of MSI1 (Calonje et al., 2008) and like PRC2 mutants, *emf1* mutants show reduced H3K27me3 levels, but only at a subset of PRC2 target genes such as *AG* but not at *FUS3* (Calonje et al., 2008; Kim et al., 2012; Yang et al., 2013). The fact that levels of H3K27me3 at all analyzed loci are neither decreased nor increased in *bli-1* suggests that BLI is likely not involved in PRC2 recruitment or in H3K27me3 maintenance but it is also possible that H3K27me3 occupancy is only affected in a cell-type specific manner which we would not have detected in our analyses. In addition, genome-wide analyses of H3K27me3 occupancy may identify genes which show altered H3K27me3 in *bli* mutants. Differential expression of PcG target genes in *bli-1* however indicates that BLI most likely regulates PcG target gene expression downstream of, or in parallel to, PRC2. Additionally, BLI likely also regulates gene expression independently of the PcG system (Figure 6C). To dissect direct and indirect effects of BLI, ChIP-seq analyses of BLI will be required in the future.

**Figure 6:**
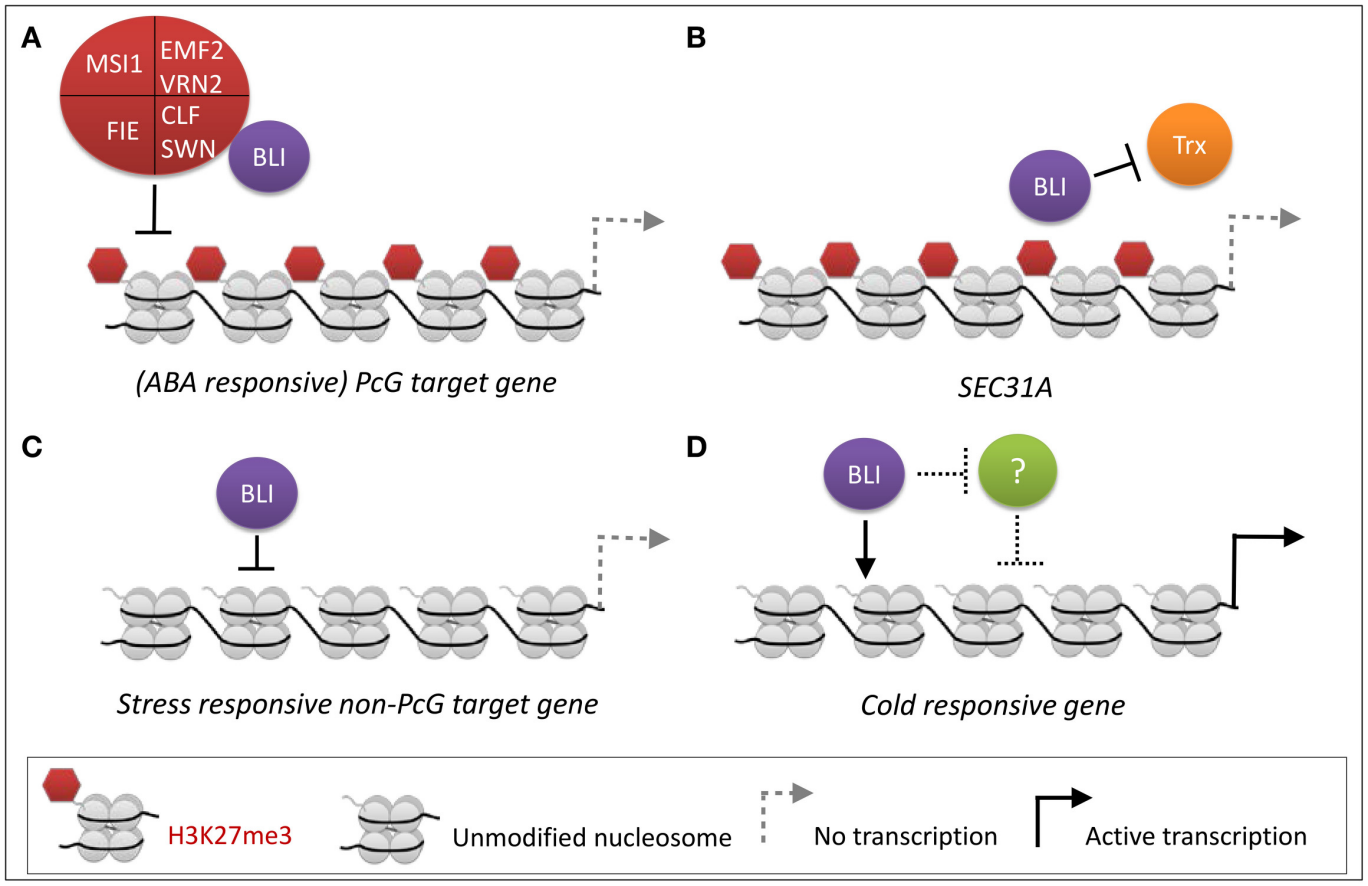
PcG-dependent and -independent regulation of stress-responsive gene expression by BLI. **(A)** PcG-dependent functions of BLI. BLI silences (ABA-responsive) PcG target genes, likely in parallel or downstream of PRC2. **(B)** BLI likely prevents activation of certain PcG target genes by TrxG proteins. **(C,D)** PcG-independent functions of BLI. **(C)** BLI represses stress-responsive non-PcG target genes under normal growth conditions. This could also be an indirect effect. **(D)** During cold stress BLI activates gene expression of cold-responsive genes, such as *COR15A* (Purdy et al., 2010), or represses an unknown repressor (indicated as “?”) of cold-responsive genes.

As the action of PcG proteins is counteracted by Trithorax group proteins, we also tested H3K4me3 coverage of several up-regulated PcG target genes in *bli-1* mutants. Our analysis indicated that BLI is at least partially responsible for prevention of gain or increase of H3K4me3 at certain PcG target genes, such as at the *SEC31A* locus (Figure 2B, Figure 6B). A recent study showed that during drought stress treatment levels of H3K27me3 remained constant at PcG target genes, while H3K4me3 levels increased resulting in active transcription (Liu et al., 2014). Therefore, BLI might restrict binding of TrxG proteins to certain PcG target genes to prevent switches from repressive to active chromatin states during normal growth or under stress conditions (Figure 6B). As BLI contains coiled-coil domains it may be involved in stabilizing the chromatin in non-stress conditions to prevent precocious expression of stress-inducible genes. Future analysis of direct target genes and interaction partners of BLI will reveal if BLI directly interacts with PRC1 or TrxG proteins to stably silence genes or to restrict their activation, respectively.

### BLI regulates specific developmental pathways

The strong *clf swn* or *vrn2 emf2* double mutants cannot sustain cell fate decisions during development, and develop into a callus-like cell mass early during seedling development (Chanvivattana et al., 2004; Schubert et al., 2005). Blister-like structures on several organs of *bli* mutants indicate a loss of cell identity. Moreover, *bli* mutants show enhanced endoreduplication and fewer cells, indicating a role for BLI in cell division regulation or cell cycle regulation. The stem cell marker *CLV3* and cell division marker *CYCB1;1* showed small domains of ectopic expression in *bli* mutants (Figure 3). *CLV3* is a PcG target gene encoding a precursor of a small secreted peptide which regulates SAM size (Fletcher et al., 1999; Brand et al., 2000). Thus, regulation of *CLV3* expression is likely a PcG-dependent function of BLI. *CYCB1;1* is highly expressed in the G2/M phase of the cell cycle and is not a PcG target. Repression of *CYCB1;1* might hence be a PcG-independent function of BLI. Taken together, ectopic expression of *CLV3* and *CYCB1;1* in *bli* mutants suggests that BLI is a negative regulator of differentiation by preventing ectopic meristematic activity and endoreduplication without cell division.

### Role of BLI in abiotic stress responses

Transcriptional profiling of *bli-1* mutants revealed a strong enrichment of stress-responsive genes among the up-regulated genes, suggesting that BLI prevents precocious expression of stress-responsive genes. We found that genes involved in response to ER-stress, drought, high salt, heat, and genes up-regulated by SAR were up-regulated in *bli*, whereas responses to cold and wounding were enriched among down-regulated genes (Tables 4, 5). A principal component analysis (PCA) showed that *bli-1* expression profiles clustered with responses to drought, ER-stress, wounding, and, to a lesser extent, cold (Figure 4). Stress responses are cost-intensive, require extensive protein production in order to compensate for the stress, and consume important resources of a plant, which are required for growth and reproduction. Under ambient conditions it is important for a plant to prevent cost-intensive stress responses. To achieve this, stress responses are only induced in response to stress and are suppressed under non-stress conditions, a function that is apparently partially dependent on BLI.

The responses to drought and heat are connected: the transcription factor DREB2A was shown to have dual function in responses to drought and heat (Sakuma et al., 2006). Additionally, the drought-stress-responsive transcription factor NAC019, which is one of the up-regulated PcG target genes in *bli-1*, was recently reported to be heat-stress-responsive (Sullivan et al., 2014). The same study also discovered that *BLI* expression is highly increased in response to heat-stress (Sullivan et al., 2014). Up-regulation of genes induced by drought and heat in *bli* mutants indicate that BLI negatively regulates these responses. BLI might repress cost-intensive responses to these stressors during non-stress conditions which might explain why *bli* mutants are hypersensitive to desiccation stress: if the mutant already suffers from cost-intensive stress responses, additional stress treatment would lead to an inability to further respond to this stress, ultimately killing the plant.

Responses to cold, drought, and high salt are mediated by abscisic acid (ABA)-dependent but also ABA-independent pathways. In *bli-1* the GO-term “response to abscisic acid stimulus” was enriched among up-regulated genes, and consistently a significant number of ABA-responsive genes differentially expressed in *bli-1* (Table 5). Additionally, a significant number of differentially expressed ABA-responsive genes is targeted by H3K27me3 (Table 5), indicating that BLI might be involved in the regulation of ABA-responsive PcG target genes (Figure 6A).

The role of PcG proteins in stress responses is only emerging (reviewed in Kleinmanns and Schubert, 2014). PRC2 and PRC1 proteins were shown to be involved in the regulation of stress-responsive genes or regulators of stress responses. For example, the PRC1 RING-finger proteins AtBMI1a and AtRING1b, also known as DREB2A-INTERACTING PROTEIN 2 (DRIP2) and DRIP1, respectively, are important negative regulators of drought-responsive gene expression by targeting DREB2A to 26S proteasome-mediated proteolysis (Qin et al., 2008). However, the role of AtBMI1a and AtRING1b in PcG-dependent silencing of drought-stress-responsive genes has not been resolved. PRC1 proteins EMF1 and EMF2 repress several categories of stress-induced genes such as cold-stress induced *COR15A* (Kim et al., 2010). Under non-stress conditions EMF1 directly binds to genes involved in biotic and abiotic stress, and these binding sites largely overlap with H3K27me3 sites (Kim et al., 2012). MSI1 was shown to be a negative regulator of drought stress responses; the *msi1* co-suppressed mutant *msi1-cs* was reported to be more resistant to drought stress (Alexandre et al., 2009). Recently, a study revealed that MSI1 functions in a histone deacetylase complex to fine-tune ABA signaling and that loss of MSI1 led to an increased tolerance to salt stress (Mehdi et al., 2016). In the study by Mehdi et al. (2016) it was shown that MSI1 binds to chromatin of ABA receptor genes *PYL4, PYL5, PYL6*, and that loss of MSI1 decreased levels of H3K9 acetylation at those loci. The level of H3K27me3 were not analyzed in the studies by Alexandre et al. (2009) and Mehdi et al. (2016), therefore it remains unclear if the PcG function of MSI1 plays a role in the regulation of stress-responsive genes. In contrast to *msi1-cs, clf* mutants showed a reduced resistance to drought (Liu et al., 2014). Interestingly, ABA levels were reduced during normal growth and during stress treatment in *clf* mutants (Liu et al., 2014). This indicates that during drought stress ABA-responsive genes might not be properly induced in the *clf* background, hence leading to reduced drought stress tolerance. Since genes involved in ABA biosynthesis or catabolism, or ABA reception or transport were not differentially expressed in *bli-1*, the reduced desiccation tolerance is likely due to a different mechanism than in *clf*. CLF and BLI are both necessary to cope with drought/desiccation stress, and probably cooperatively regulate certain ABA-responsive PcG target genes (Figure 6A). However, BLI likely also regulates ABA-responsive genes independent of the PcG system (Figure 6D).

In summary, our transcriptional profiling revealed that BLI regulates a subset of PcG target genes. Since H3K27me3 levels were not altered in *bli-1* mutants, BLI likely acts downstream of, or in parallel to PRC2 in gene silencing. Moreover, we identified BLI as a regulator of several stress responses, which is at least partially a PcG-dependent function. Therefore, BLI may be a key protein in connecting chromatin-mediated integration of stress responses, a process that is not well understood in plants. Analysis of BLI target genes and interaction partners under ambient and stress conditions will reveal which role BLI plays in PcG-dependent and -independent regulation of stress-responsive genes.

## Author contributions

JK, NS, and DS designed research. NS prepared RNA samples and performed the microarray experiment. DH processed the microarray data and performed the PCA. JK evaluated the microarray and performed all other experiments. JK and DS wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: BLISTER Regulates Polycomb-Target Genes, Represses Stress-Regulated Genes and Promotes Stress Responses in Arabidopsis thaliana
**Source:** Front Plant Sci. 2017 Sep 11;8:1530. doi: 10.3389/fpls.2017.01530
**Supplement:** Supplementary file 1

**“BLISTER regulates Polycomb-target genes, represses stress-regulated genes and promotes stress responses in *Arabidopsis thaliana*”**

**Julia Anna Kleinmanns, Nicole Schatlowksi, David Heckmann and Daniel Schubert**

**Supplemental Information**

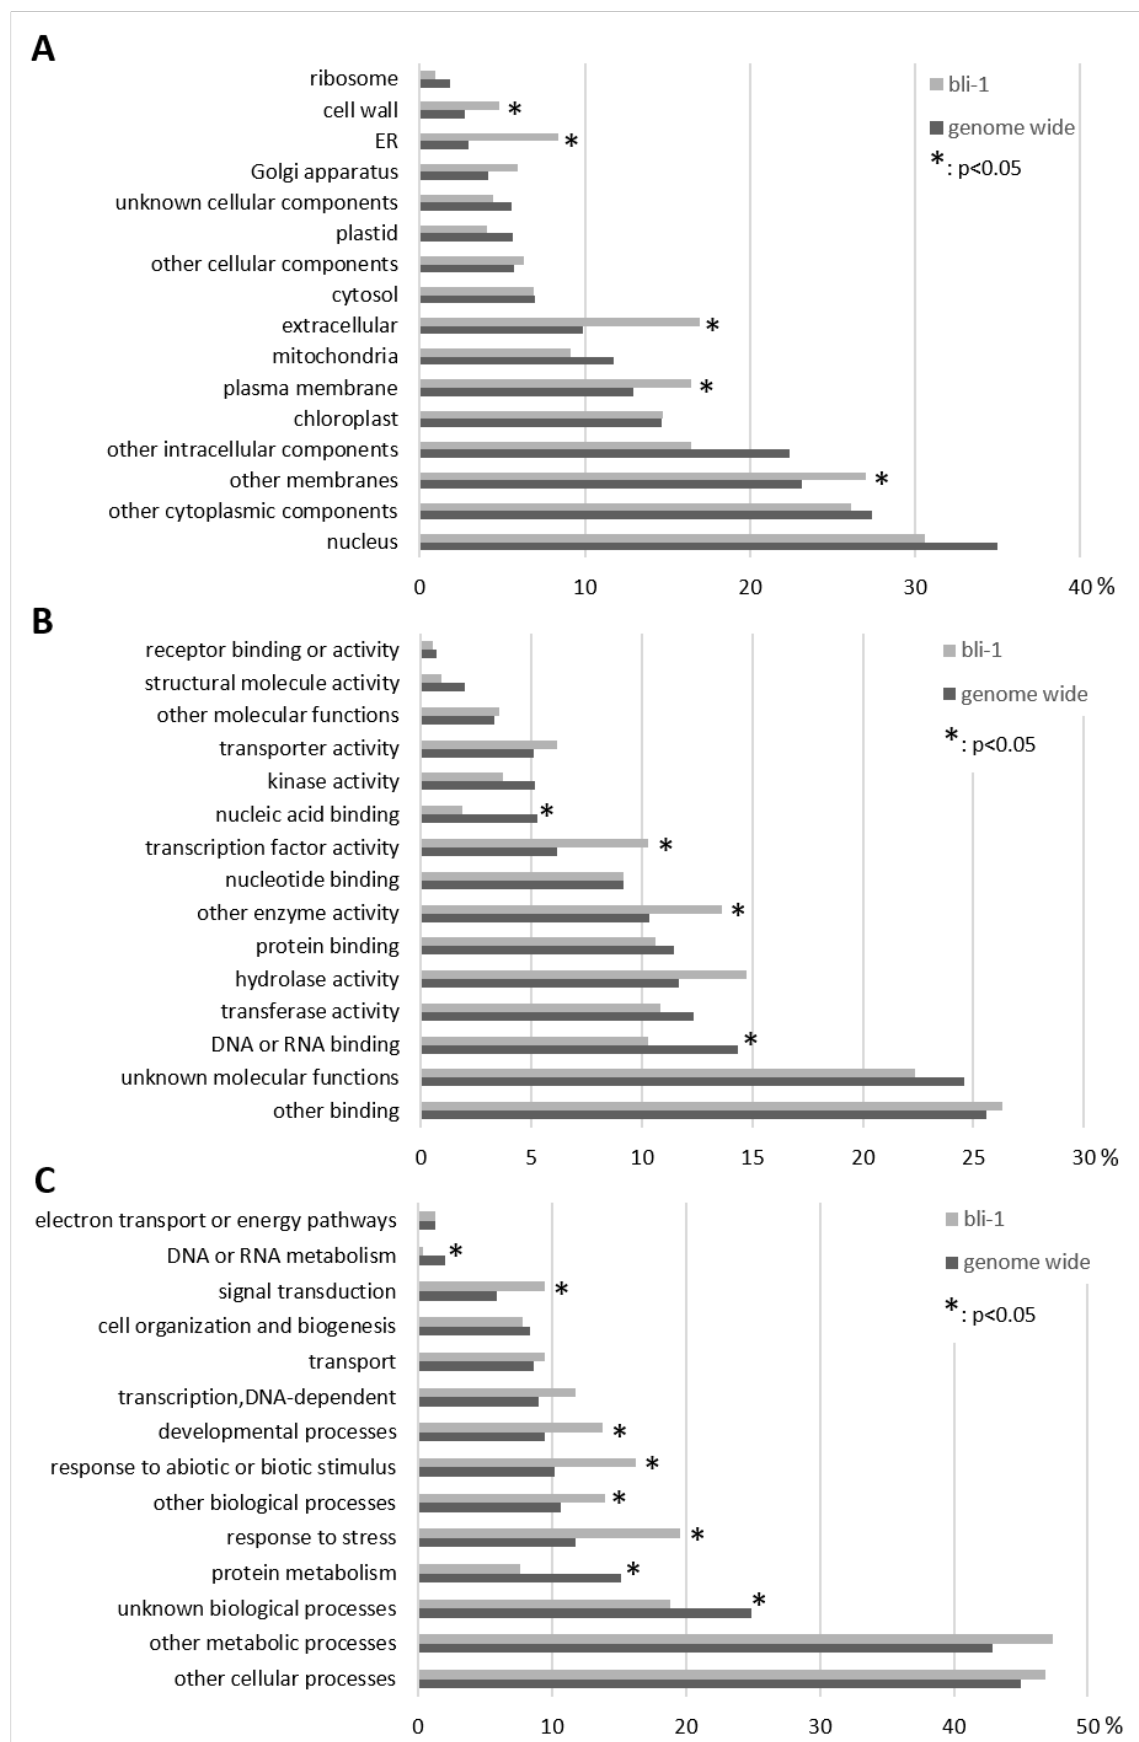

Figure S1: GO Slim analysis for all up- and down-regulated genes in *bli-1* seedlings vs. genome wide.

A) GO Cellular Component. B) GO Molecular Function. C) GO Biological process. Asterisks indicate significant changes. Test for statistical significance by Chi square test with Yates correction; a p-value below 0.05 was considered as statistically significant.

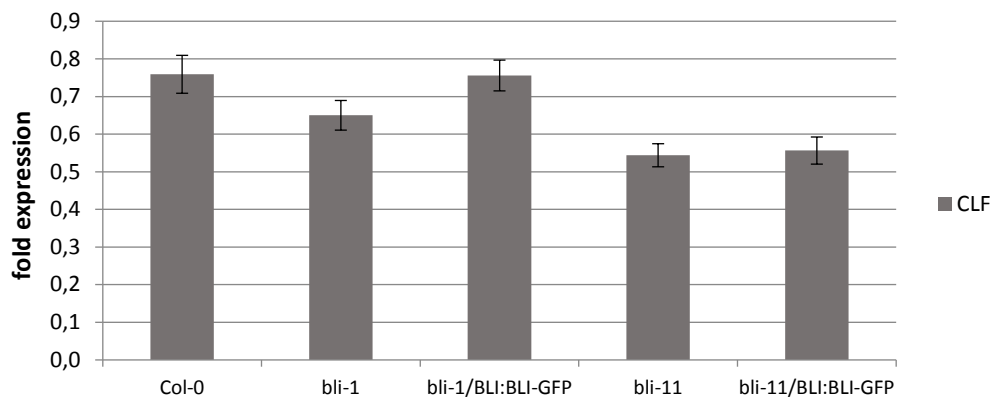

Figure S2: Expression of *CLF* in *bli* mutants and complemented lines.

*CLF* transcription is not changed in *bli* mutants or complemented lines compared to the wild type. Statistical significance was analysed using Student's t-test; a p-value below 0.05 was considered as statistically significant.

### Characterization of the novel *bli-11* mutant

In this study, we characterized a novel *bli* allele, *bli-11* (GABI-Kat\_663H12). *bli-11* is the only available *BLI* allele comprising a T-DNA insertion in an exon (exon no. 7) (Figure S3 J). Only *bli-1* and *bli-11* contain a T-DNA insertion in the highly conserved SMC-like domain, which is the domain important for interaction with the PRC2 member CURLY LEAF (CLF) (Schatlowski et al., 2010). Analysis of *BLI* transcript level in *bli* mutants, revealed a reduced transcription in *bli-11* and no transcript in *bli-1* (Figure S3 H, J). Importantly, we were unable to detect a full length transcript containing the SMC-like domain in *bli-11* and *bli-1* (Figure S3 I, J), rendering *bli-11* a null or severe loss-of-function mutant. The *bli-11* mutant phenotypically resembles the *bli-1* mutant, showing a strong pleiotropic phenotype and blister-like structures on several organs (Figure S3 F, G). Introduction of a genomic copy of *BLI* fused to GFP (*BLI:BLI-GFP*) could rescue the *bli-11* phenotype, showing that loss of *BLI* function was causing the observed *bli-1*-like phenotype of *bli-11* (Figure S3 K). Because of the strong similarity of the severe loss-of-function mutant *bli-1* and *bli-11*, we included *bli-11* in our experiments.

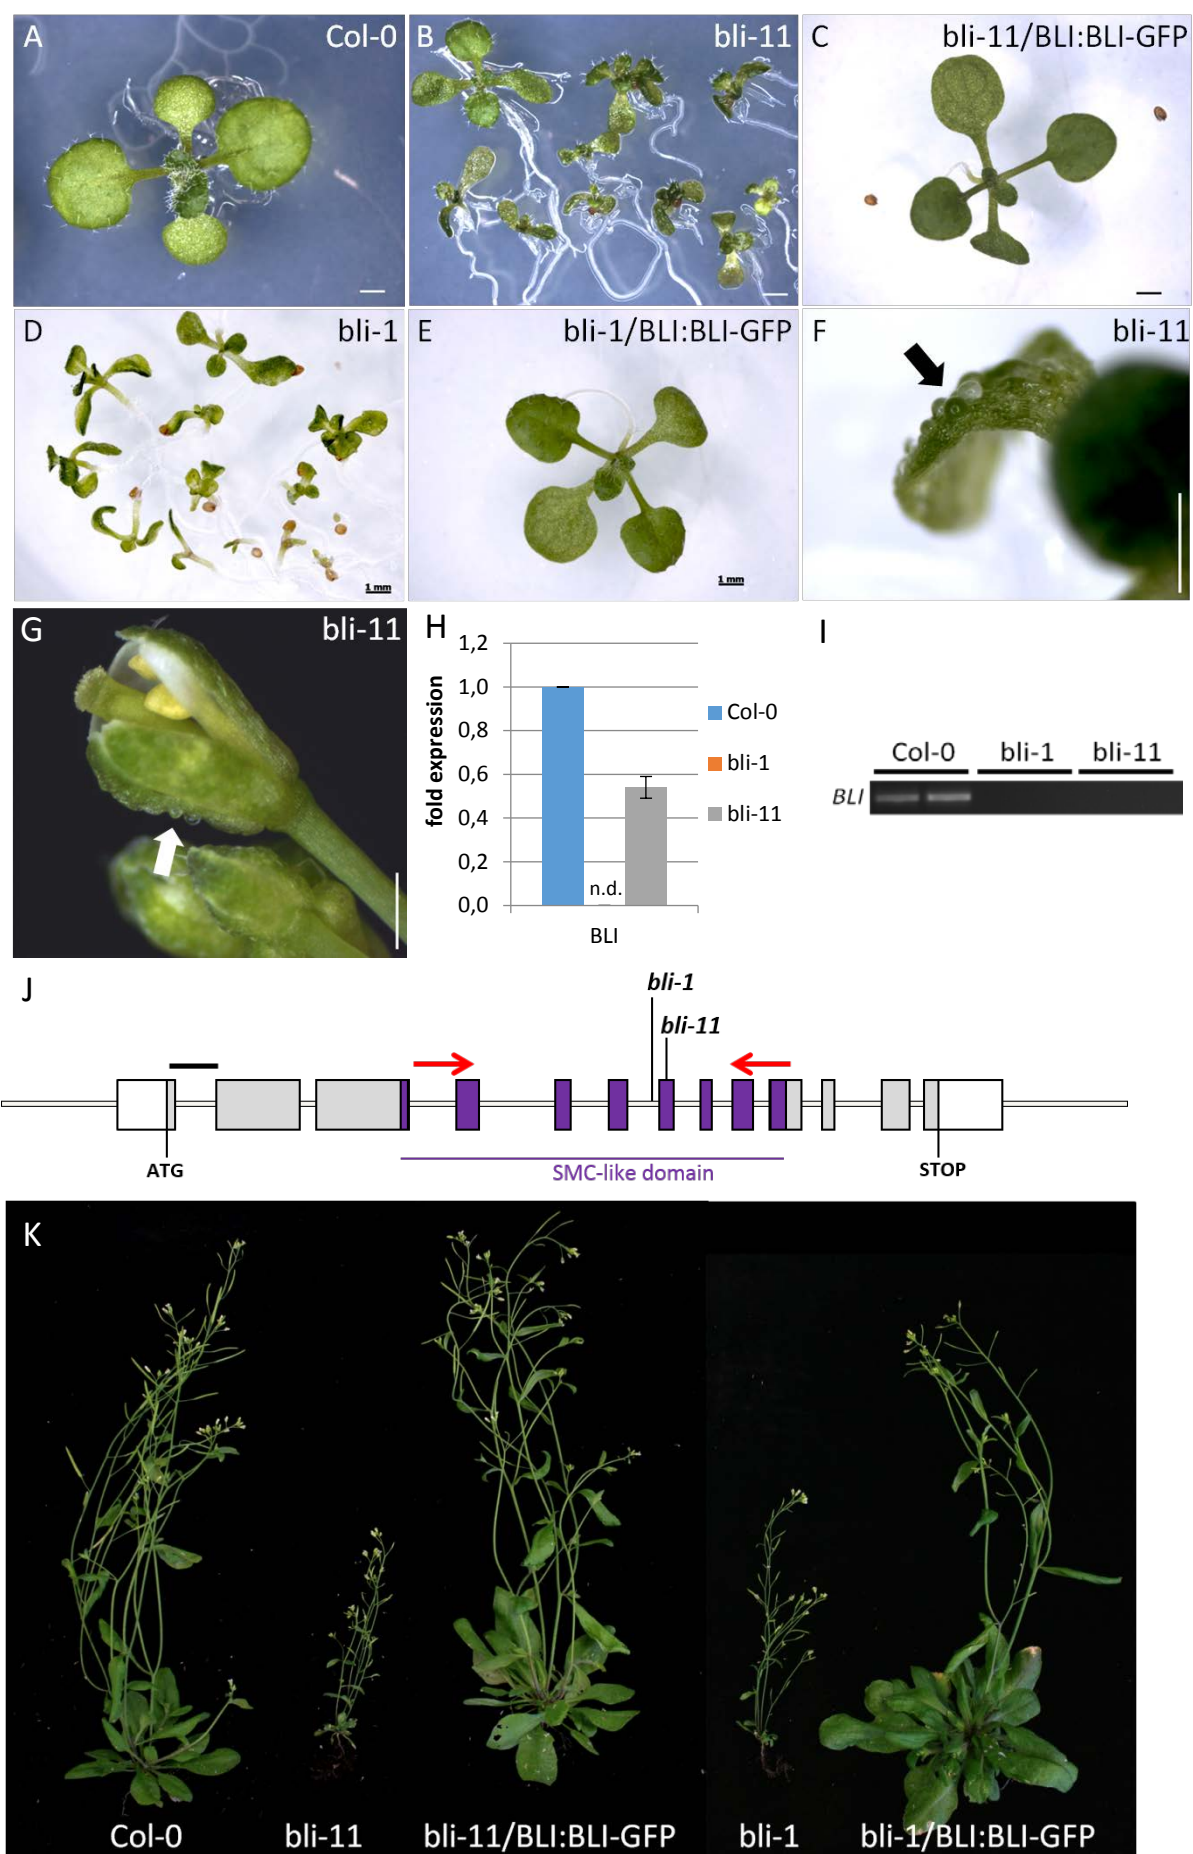

Figure S3: Characterization of the novel *bli-11* mutant.

A-E) The *bli-11* mutant strongly resembles *bli-1*. Both mutants could be complemented by introduction of full-length genomic BLI fused to GFP (BLI:BLI-GFP) (K). F-G) *bli-11* mutants exhibit blister-like structures on cotyledons and flowers, a phenotype also observed in *bli-1*. H) The expression analysis revealed reduced *BLI* transcription in *bli-11* and no transcription in *bli-1* (n.d.: not detected; see horizontal black line in J for amplification site). Expression was normalized to *ACT2*, 2 biological replicates with 3 technical replicates each,  $\pm$  SE of biol. replicates. I) No full-length transcript (region between red arrows in J) could not be detected in either *bli-11* or *bli-1*, indicating a non-functional *BLI* gene in both mutants (two biological replicates for each genotype are shown). J) *BLI* locus. Light grey and purple boxes indicate exons. Purple coloured boxes indicate exons coding for the conserved SMC-like domain, important for interaction with CLF. Horizontal black line indicates fragment amplified in H); red arrows show region amplified to test for full-length transcript in I). K) Adult *bli* mutants and the respective complemented lines. A *BLI:BLI-GFP* transgene could complement the *bli* phenotype.

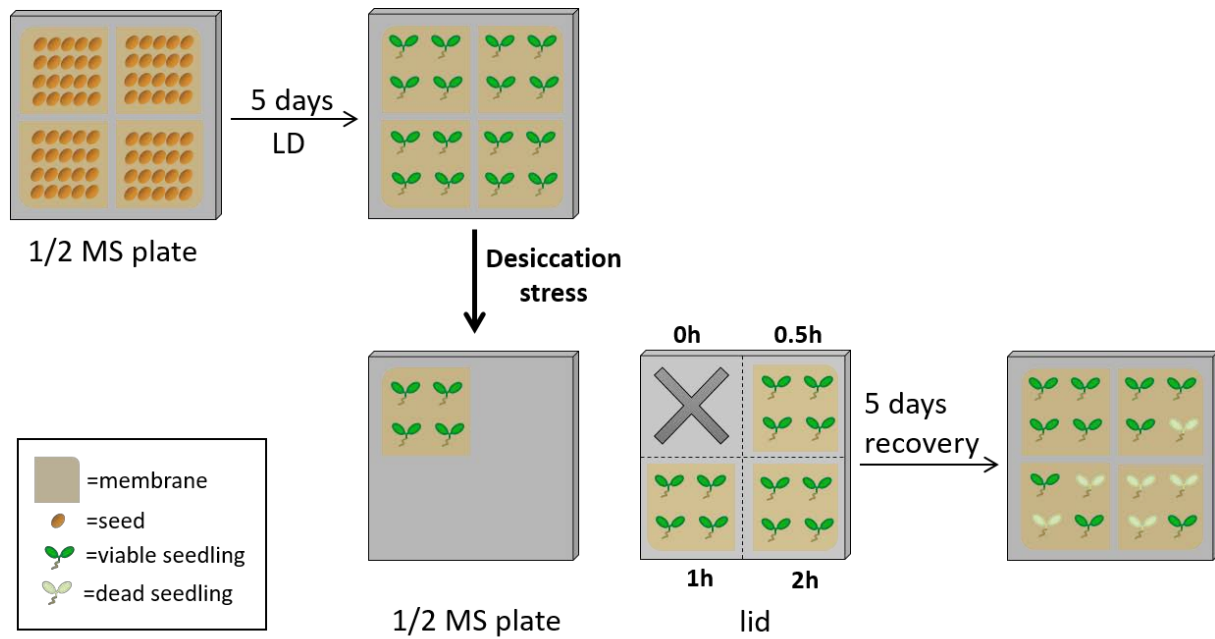

Figure S4: Desiccation stress treatment procedure.

Petri-dishes containing half-strength Murashige and Skoog medium supplemented with 0.5% sucrose (1/2 MS) were covered with Sefar Nitex membrane (03-200/54) with a pore size of 200 $\mu$ m/diameter. Sterile seeds were grown on top of this membrane under long day conditions (16/8 h light/dark). Desiccation stress was applied 5 days after germination. For desiccation stress, the membrane containing the young seedlings was placed in a sterile petri-dish, while constant air-flow, and transferred back on the initial 1/2 MS plate after 0, 0.5, 1, and 2 hours. For the 0h control the membrane was only lifted up and directly placed back on 1/2 MS to avoid possible artefacts caused solely by lifting up the membrane/seedlings. Constant airflow in a sterile bench ensured that the seedlings on the lid were exposed to desiccation stress conditions. Seedlings were grown for additional 5 days on 1/2 MS, then survival was scored.

Table S1: Oligonucleotides used for H3K27me3 and H3K4me3 ChIP qPCR.

| gene name                                   | ATG number | F                       | R                      |
|---------------------------------------------|------------|-------------------------|------------------------|
| PI                                          | AT5G20240  | CCACATATCCTCTCCTCCATA   | CCATTCTCTCTTTGAGAACG   |
| SEP2                                        | AT2G21970  | TGTTTTTGATGCGTGAGGTT    | CAAAGCTCTGTTGGCATCAA   |
| SEP3                                        | AT1G24260  | GGGTTTCCAATTTTGGGTTT    | GATGAATCCCATCCCCAAGT   |
| AG                                          | AT4G18960  | TGGGTACTGAGAGGAAAGTGAGA | GGATCGTAGAAGGCAGACCA   |
| BIP3                                        | AT1G09080  | GTGAGCTTGCGAAACGATCT    | CCTCGAATCTTGCTCTCGTT   |
| SEC31A                                      | AT1G18830  | TACAAGGAAGCAGTGGCTCA    | CCCACAATTCTGTACCACCA   |
| LTP2                                        | AT2G38530  | GCAACGGCGTTACTAACCTT    | TTTAGCGGCAGATTGAAGGC   |
| Threonyl-tRNA synthetase                    | AT1G17960  | CTTCCGGCTTGCTTCAAACCT   | AGATCCCAACACCGCACTAT   |
| UDP-Glycosyltransferase superfamily protein | AT3G55700  | TTCAACCCCATGATCGAGCT    | AGAAGGATCGGGGAAGTTGT   |
| ACT7                                        | AT5G09810  | TAGTGAAAAATGGCCGATGG    | CCATTCCAGTTCCATTGTCA   |
| FUS3 (Kwon et al., 2009)                    | AT3G26790  | GTGGCAAGTGTTGATCATGG    | AGTTGGCACGTGGGAAATAG   |
| SEP2-ATG                                    | AT3G02310  | TTTTGGGGTGAGGAAAGATG    | CGCAGAGAACAGAAAGCTCA   |
| SEP3 -ATG                                   | AT1G24260  | TGACGTTTGCAAAGAGAAGG    | GCATGCTCGAACTACTGCAA   |
| BIP3 (Song et al., 2015)                    | AT1G09080  | CACGGTTCCAGCGTATTTCAAT  | ATAAGCTATGGCAGCACCCGTT |
| SEC31A (Song et al., 2015)                  | AT1G18830  | GAACGATTTTCAGTCCAA      | TTGGATTCCATAAACCGATG   |

Table S2: Oligonucleotides used for qRT-PCR analysis of *BLI* and *CLF* expression.

| gene name                           | ATG number | F                       | R                        |
|-------------------------------------|------------|-------------------------|--------------------------|
| BLI                                 | AT3G23980  | AGAGGGAACATTTCCCTCTG    | GAAACTGCTCAAGCTTACGG     |
| ACT7                                | AT5G09810  | CCAGGAATTGCTGACCGTAT    | GGTGCAACCACCTTGATCTT     |
| CLF                                 | AT2G23380  | TTTCGATAACCTGTTCTGCC    | GTCTCCCACTACCTTTCAAC     |
| PP2A-1<br>(Czechowski et al., 2005) | AT1G59830  | TGAGCACGCTCTTCTTGCTTTCA | GGTGGTGGCATCCATCTTGTTACA |

## Supplemental methods

### RNA isolation and qPCR

***BLI* transcript levels:** RNA from rosette leaves was extracted using RNeasy Plant Mini Kit (Qiagen), resuspended in 30 µl RNase-free water, and treated with DNaseI (Fermentas). cDNA was synthesized from 1 µg RNA using SuperScriptII Reverse transcriptase Kit (Invitrogen) and Oligo(dT) oligonucleotides. The obtained cDNA was diluted 1:10 and 1 µl of this dilution was used for qRT-PCR. qPCR was performed in a Chromo4 real-time PCR machine (Bio-Rad) using MESA BLUE qPCR MasterMix Plus for SYBR® Assay (Eurogentech) in a 2-step PCR program (95°C 5min, 40 x (95°C 0:15 min, 60°C 1:00 min)). Expression levels were normalized to *ACTIN7* (AT5G09810).

***CLF* transcript levels:** RNA from 14-day old seedlings was extracted using innuSPEED Plant RNA Kit (Analytik Jena), resuspended in 30 µl RNase-free water, and treated with DNaseI (Fermentas). cDNA was synthesized from 1 µg RNA using RevertAid RT Reverse Transcription Kit (Thermo Scientific) and Oligo(dT) oligonucleotides. The obtained cDNA was diluted 1:10 and 2 µl of this dilution was used for qRT-PCR. qPCR was performed in a LightCycler 480 (Roche) using KAPA SYBR FAST qPCR Master Mix in a 2-step PCR program (95°C 5:00 min, 40 x (95°C 0:15 min, 60°C 0:30 min)). Expression levels were normalized to AT1G59830 (*PP2A-1*) (Czechowski et al., 2005).

### Cloning of pGKGWG-gBLI

Genomic *BLI* (*gBLI*), containing the *BLI* coding region and 1.7 kb upstream of the transcriptional start site, was amplified from genomic DNA using oligonucleotides F: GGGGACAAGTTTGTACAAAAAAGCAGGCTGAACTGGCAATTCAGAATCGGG, R: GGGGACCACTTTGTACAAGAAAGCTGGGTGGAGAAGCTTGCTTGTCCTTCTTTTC, and introduced into pDONR201 (Invitrogen). *gBLI* was cloned into pGKGWG (Zhong et al., 2008) using GATEWAY technology (Thermo Fisher Scientific), according to the manufacturers' instructions.

### Plant transformation:

*bli-1* and *bli-11* heterozygous mutants were transformed with pGKGWG-gBLI using the floral-dip method (Clough and Bent, 1998) and *Agrobacterium tumefaciens* strain GV3101 pMP90 (Koncz and Schell, 1986).

## Supplemental References

- Clough, S.J., and Bent, A.F. (1998). Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. *Plant J* *16*, 735-743.
- Czechowski, T., Stitt, M., Altmann, T., Udvardi, M.K., and Scheible, W.R. (2005). Genome-wide identification and testing of superior reference genes for transcript normalization in *Arabidopsis*. *Plant Physiol* *139*, 5-17.
- Koncz, C., and Schell, J. (1986). The promoter of the T L -DNA gene 5 controls the tissue-specific expression of chimeric genes carried by a novel type of *Agrobacterium* binary vector. *Mol Gen Genet* *204*, 383-396.
- Kwon, C.S., Lee, D., Choi, G., and Chung, W.I. (2009). Histone occupancy-dependent and -independent removal of H3K27 trimethylation at cold-responsive genes in *Arabidopsis*. *Plant J* *60*, 112-121.
- Song, Z.T., Sun, L., Lu, S.J., Tian, Y., Ding, Y., and Liu, J.X. (2015). Transcription factor interaction with COMPASS-like complex regulates histone H3K4 trimethylation for specific gene expression in plants. *Proc Natl Acad Sci USA* *112*, 2900-2905.
- Zhong, S., Lin, Z., Fray, R.G., and Grierson, D. (2008). Improved plant transformation vectors for fluorescent protein tagging. *Transgenic Res* *17*, 985-989

How the deposited data were processed for this re-analysis (not part of the article)

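Transcripts of whole seedlings, grown for 12 days in continuous light, were measured on single color Agilent arrays of 44 k features. There were 2 arrays of Col-0 and 2 of *bli-1*, each from a replicate of its own. For each array the authors deposited the scanner software's intensity of every spot, of its local background and of its own background-corrected signal, with marks for outlier, saturated and dim spots. These values are not normalized between arrays. The background correction and quantile normalization that the paper describes are not in the deposited values and were done again here. The paper's methods give neither the kind of background correction nor an offset, so normexp with an offset of 50 was a choice made here.

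The median pixel intensity of each spot was used with the median of its local background, since the mean pixel intensity was not among the deposited columns. Background was corrected in R 4.3.3 with limma 3.58.1 (normexp, offset 50), and control spots were then left out. Spots marked by the scanner software as uneven or as population outliers were set to missing, and the arrays were quantile normalized and log2 transformed. Of 35703 gene spots with a RefSeq accession, 34432 were matched to a locus, and the spots that were not matched kept their own accession. Spots of a probe and probes of a gene were averaged. This gave 34290 genes and transcripts, namely 25410 loci, of which 6946 had more than 1 probe, and 8880 transcripts known by another accession. Counts in the text are of loci unless stated otherwise. The genes AT4G21730 and AT3G17050 of Table 3 had no matching probe.

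Genotypes were compared with lmFit and eBayes of limma, without other terms in the model, and p-values were adjusted after Benjamini and Hochberg over the 34290 genes and transcripts. The prior of eBayes had 2.79 degrees of freedom. The paper also adjusts p-values in this way, and its thresholds of 0.05, applied to the adjusted p, and of a 1.5-fold change were used. Counts at an unadjusted p, and counts adjusted over a list, use the same minimum fold change. A replicate spread is given as an SD over the 2 arrays of a genotype. Where a probe of a gene was not well above background on both arrays of 1 genotype, a lower bound of the fold change of the mean over its probes is given in place of the fitted value. It is the lowest array of the brighter genotype over the highest array of the other, or the smallest fold change under any alternative where that is lower. For a single probe only the arrays are compared. In the alternative that tested probe by probe, a gene has the value of its brightest probe. No fold change is given where neither genotype passed, or where this bound is not above 1. This form of the bound was chosen after the values were seen. The offset pulls fold changes of dim genes toward 0.

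Before the data were examined, the tests, the gene lists, the named genes and the alternatives were fixed. The named genes were every gene that the paper names for these arrays, among them the genes of Table 3, the 8 members of PRC2, and the 5 largest rises and 5 largest falls among called loci well above background on all 4 arrays. Other genes named in the text were chosen after their values were seen. The 17 lists covered the unfolded protein response, the cytosolic heat shock response, ABA-induced marker genes, ABA metabolism, perception and transport, cold-induced genes, salicylic acid and systemic acquired resistance, the stomatal lineage, trichome development, epidermis and cuticle, photosynthesis, root-expressed markers, morning and evening clock genes, anthocyanin biosynthesis, the G2/M phase of the cell cycle, PRC2 members and developmental PcG targets. Each was tested with camera of limma on the log2 values. The lists in the paper's supplementary data were chosen on these samples, so only counts and medians are given for them. Calls at neighbouring loci were compared with 10000 random sets of the same size, and the 10 tested genes on each side of *BLI* were looked at for effects of the T-DNA insertion.

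The alternatives were normexp with offsets of 0 and 16, subtraction of the local background with values under 0.5 set to 0.5, the scanner software's own corrected signal with quantile normalization or with scaling to the 75th percentile, 75th percentile scaling after normexp, and a filter that left out probes not well above background on both arrays of at least 1 genotype. Further alternatives kept the outlier spots, tested probe by probe, ran eBayes with a trend and robust options, took the slide or the replicate number as a block, left out each array in turn, or used an unadjusted p. For the lists, fry and camera with an estimated correlation were run as well. The lone array of a genotype is assumed to vary like the arrays of the other genotype when 1 array is left out. Replicates with the same number are not paired by the labels, and their deviations from the genotype means correlated at 0.07 across genes, which are not independent replicates.

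The procedure was tested on simulated data with 4 arrays and the same number of genes. Of 200 genes made to change, 40% of those changed by 2 log2 units and 5% of those changed by 1 were called in the right direction, and 3 unchanged genes were called. At an unadjusted p, 93.5% of the changed genes passed. The medians of the estimated log2 fold changes were 1.78 for genes changed by 2 and 0.91 for genes changed by 1. The changed genes were drawn from loci with a mean signal above the median. The simulated arrays had no outlier spots and did not copy the raised dim end of *bli-1* replicate 2. These shares and medians therefore hold for brighter genes and do not cover dim ones. Comparisons with *clf-28*, *clf swn* and published stress profiles, chromatin immunoprecipitation, reporter lines and quantitative PCR were not analysed here, since their samples are not part of these arrays.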

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

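The tests of root tissue, and of differences between harvests for the anthocyanin genes, were chosen only after the results were seen. The lists in this part cover groups of genes that the paper does not report from these arrays, although it discusses *CYCB1;1*, a member of the G2/M list, with a reporter line. Each list drew attention because it differed between *bli-1* and Col-0 in the camera test.

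A list of 22 root-expressed markers had a median log2 fold change of −0.40, with 17 members lower and 5 higher in *bli-1* (camera adjusted p = 0.012, between 1.41e-06 and 0.988 over 18 alternatives, 0.676 with fry and 0.718 with an estimated correlation). The median was −0.44 with 3 genes without a fold change left out. limma called 0 of the 22, 3 were lower at an unadjusted p below 0.05, and 0 passed adjusted over the list alone. The fall of the median is in *bli-1* replicate 2, where the median difference from Col-0 was −1.02. On *bli-1* replicate 1 it was 0.00574, and without replicate 2 the direction reversed, with a median of 0.00825. The Col-0 replicates differed by 0.12. Single genes did fall on both arrays. The 3 genes that passed an unadjusted p were lower on replicate 1 too, *EXPA7* (AT1G12560) at 9.98 and 8.88 log2 units on replicates 1 and 2 against 10.68 and 10.55 in Col-0, *EXPA18* (AT1G62980) at 8.96 and 7.96 against 9.62 and 9.57, and *NRT2.1* (AT1G08090) at 6.61 and 6.55 against 8.09 and 7.06. Less root tissue in the harvest of replicate 2 alone cannot be told apart from other differences of that harvest, since this explanation was drawn from the same values and no further root-expressed genes were tested. Not every abundant marker was below Col-0 on replicate 2. *CASP1* (AT2G36100) was at 11.39 log2 units on replicate 2 against 12.67 and 12.49 in Col-0, while *PHT1;1* (AT5G43350) was at 12.88 against 12.88 and 12.78. Both were lower there than on *bli-1* replicate 1, where *CASP1* was at 13.01 and *PHT1;1* at 13.67. Of the 22 genes, 19 were well above background on all 4 arrays, since whole seedlings include roots, 1 is also on the list of PcG targets and 0 are in Supplemental Data 1. A difference in root growth between the plants of the *bli-1* replicates stays open and was not tested.

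A list of 9 anthocyanin biosynthesis genes had a median log2 fold change of −0.95, with 8 members lower and 1 higher in *bli-1* (camera adjusted p = 5.35e-05, between 4.46e-08 and 0.371 over 18 alternatives, 0.198 with fry and 0.371 with an estimated correlation). limma called 0 of the 9, 5 were lower at an unadjusted p below 0.05, and adjusted over the list alone 4 passed, *DFR*, *LDOX*, *GSTF12* and *PAP1*. The median was −0.78 on *bli-1* replicate 1 and −1.37 on replicate 2 against the mean of Col-0, and it stayed between −1.38 and −0.61 with each array left out. The Col-0 replicates themselves differed by a median of 0.606, so variation between harvests of 1 genotype, such as in light or growth, cannot be told apart from an effect of the genotype with 2 harvests of each. An effect of *bli-1* on these genes, and a difference in developmental stage stay open and were not tested.

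A list of 16 genes of the G2/M phase had a median log2 fold change of −0.29, with 14 members lower and 2 higher in *bli-1* (camera adjusted p = 4.27e-04, between 8.96e-05 and 0.531 over 18 alternatives, 0.198 with fry and 0.531 with an estimated correlation). limma called 0 of the 16, 0 passed an unadjusted p below 0.05 with the minimum fold change, and 0 passed adjusted over the list alone. The median was −0.231 on *bli-1* replicate 1, where the median of the root-expressed markers did not fall, and −0.29 on replicate 2, which argues against less root tissue in replicate 2 alone as the cause. Variation between harvests cannot be told apart from the genotype, since the Col-0 replicates differed by a median of 0.159 and there are 2 of each. Fewer dividing cells in *bli-1* seedlings and a difference in developmental stage stay open and were not tested.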

How the results depend on the processing

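None of the tests or alternatives in this part was chosen after the results were seen, and all alternatives set out could be run. Without counting single named genes, 309 results kept their side of the threshold or their count, and 46 counts moved by more than 1.5 times. Of the other tests, 22 no longer passed, 9 newly passed, and 2 that passed in the main or the alternative setting changed direction. Lists that passed in neither setting are among the 309 even where their direction changed. Photosynthesis genes, for example, were lower with 75th percentile scaling after normexp (camera adjusted p = 0.423).

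Of the counts, 28 loci higher and 6 lower, the largest change came with the slide as a block, with 2063 and 1924. There 492 genes of the paper's Supplemental Data 1 were called, in place of 33. With dim probes left out, 75 and 24 loci were called, and 92 of the paper's genes, in a test of 20677 loci. With eBayes with trend and robust options they were 73 and 31, and 95 of the paper's genes. With a normexp offset of 16 they were 8 and 1, and 9 of the paper's genes. limma called 0 higher, 0 lower and 0 of the paper's genes with a normexp offset of 0 (974 higher and 924 lower at an unadjusted p), with values under 0.5 set to 0.5 after background subtraction (1008 and 897), with the scanner software's signal and quantile normalization (998 and 817) or 75th percentile scaling (1153 and 497), with 75th percentile scaling after normexp (414 and 403) and with the replicate number as a block (824 and 839). At an unadjusted p below 0.05 the counts were 765 and 756. The cause of these changes was not tested, apart from fewer genes in the test where dim probes were left out and 1 array of *bli-1* in place of 2 behind the comparison with the slide as a block. The 28 and 6 loci were all among the calls with dim probes left out, with trend and robust options, with the slide as a block and without *bli-1* replicate 1. Keeping outlier spots called 27 and 5 of them, and testing probe by probe 27 and 5. Leave-one-out counts ran from 0 to 1908 higher, 0 to 1643 lower and 0 to 481 of the paper's genes, and the high values are those without *bli-1* replicate 1.

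Scaling of the scanner software's signal to the 75th percentile moved the median of all loci to 0.18 log2 units, and 69.9% of the loci at an unadjusted p were higher there. Relative to that shift, photosynthesis genes fell, and their test changed direction (adjusted p = 2.09e-06, median −0.17). With the slide as a block they passed as higher (0.0264), and over leave-one-out the adjusted p ran from 0.0215 to 0.569. Salicylic acid genes passed with 75th percentile scaling (0.036) and with the slide as a block (0.0264), with 0.0263 to 0.916 over leave-one-out. ABA-induced marker genes passed with 75th percentile scaling (0.0324). Morning clock genes passed with the scanner software's signal and quantile normalization (0.0364), with 0.00354 to 0.425 over leave-one-out. Root-expressed markers did not pass with background subtraction (0.081), fry (0.676) or an estimated correlation (0.718), and without *bli-1* replicate 2 they changed direction (0.988), while the lowest leave-one-out value was 2.67e-06. With an estimated correlation, the unfolded protein response, stomatal, trichome, epidermis and PcG lists had an adjusted p of 0.221 each, anthocyanin genes 0.371 and G2/M genes 0.531. With fry, PcG targets had 0.0574 and anthocyanin and G2/M genes 0.198 each. The cause was not tested. In the settings named in neither this paragraph nor as leave-one-out, these lists stayed on the same side of 0.05.

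The p of calls at neighbouring loci became 1 in the settings without calls, namely normexp offset 0, background subtraction, both uses of the scanner software's signal, 75th percentile scaling and the replicate block, as it must with 0 calls, and ran from 1e-04 to 1 over leave-one-out, where 1e-04 is the smallest p that the permutations can give. Of the 20 neighbours of *BLI*, 2 were called with the slide as a block and 0 to 2 over leave-one-out.

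For the 48 named genes, 0 changed direction as called genes. Of the 23 that were called, 23 lost their call in each of the settings that called 0 loci, and 14 with an offset of 16. With the slide as a block 14 more were called, without *bli-1* replicate 1 13 more, with dim probes left out 6 more and with trend and robust options 3 more. *FIS2* had no value with dim probes left out, since its probe was among them.

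Signal over background limits what the arrays show. Between 74.7% and 91.7% of gene spots were well above background, and genes below it in Col-0, such as *SEC31A*, have a lower bound only. The highest share is that of *bli-1* replicate 2, where control spots were raised too. Fold changes of genes that are dim on that array can therefore be limited by the floor even where no bound is given. The slide and the *bli-1* replicates cannot be separated, so the block rests on 1 array of *bli-1*.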

Differences from the paper's values

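No setting in this part was chosen after the values were seen. The paper's text gives 292 genes up-regulated and 244 down-regulated in *bli-1*, and its Supplemental Data 1 gives the paper's 299 and 247. Here limma called 28 and 6 loci. None of the 17 alternatives chosen before the data were examined gave counts within 1.5 times the paper's, with 0 to 2063 higher and 0 to 1924 lower. With 75th percentile scaling and an unadjusted p together, 414 loci were higher, which is within 1.5 times, and 403 lower, which is not.

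Over the 509 shared genes, the log2 fold changes here and the paper's had a Pearson's r of 0.998 across genes, which are not independent replicates, and a slope of 0.906 here on the paper's. Several genes therefore differed by more than the replicate SD. For *NAC103* the paper's log2 fold change is 4.55 and the value here 4.09, and for AT5G55270 the paper's is 4.21 and the value here 3.73, and no alternative closed either gap. A normexp offset of 16 was the only alternative that did so for *PI* (the paper's 1.41, here 1.22), AT1G17960 (the paper's 3.82, here 3.45), *ERDJ3A* (the paper's 3.63, here 3.34), *SARA1A* (the paper's 3.08, here 2.81), AT3G55700 (the paper's 2.84, here 2.49), AT3G28899 (the paper's 2.69, here 2.34), *RTFL1* (the paper's 2.52, here 2.28) and AT1G56060 (the paper's 2.49, here 2.17). For *SEP3* (the paper's 1.89, here 1.66), an offset of 16, the slide as a block and leaving out *bli-1* replicate 1 closed the gap. For *NAC019* (the paper's 1.78, here 1.53), an offset of 16 and leaving out *bli-1* replicate 2 did, and for *SAG13* (the paper's 3.45, here 3.06) an offset of 16 and leaving out Col-0 replicate 1. The gap of *TIN1* (the paper's 2.82, here 2.60) was closed by offsets of 0 and 16 and without Col-0 replicate 1, and that of *ERO1* (the paper's 2.43, here 2.23) by offsets of 0 and 16, without Col-0 replicate 1 and without *bli-1* replicate 2. The gap of *BZIP60* (the paper's 2.53, here 2.48) was closed by background subtraction and by the scanner software's signal with quantile normalization. AT4G22505 (the paper's −4.85, here −4.52) came within its SD with offsets of 0 and 16, with both uses of the scanner software's signal and without Col-0 replicate 1, and AT4G22513 (the paper's −3.07, here −2.87) with offsets of 0 and 16, background subtraction and the slide as a block. All other alternatives left these gaps open. They were set before the data were examined.

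Of the paper's genes, 27 up-regulated and 6 down-regulated were called here, and this number depended on the setting. More were called with the slide as a block (270 and 222), without *bli-1* replicate 1 (264 and 217), without dim probes (69 and 23) and with eBayes with trend and robust options (66 and 29). Testing probe by probe called 30 and 5. Fewer were called with outlier spots kept (26 and 5) and with an offset of 16 (8 and 1). limma called 0 and 0 with an offset of 0, background subtraction, both uses of the scanner software's signal, 75th percentile scaling and the replicate number as a block, and without each of the other 3 arrays. Among the genes that the paper names and that were not called here, AT1G27020, AT2G38240 and AT5G26270 were called with dim probes left out, with trend and robust options, with the slide as a block and without *bli-1* replicate 1. *BLI*, *NAC019* and *SEP3* were called with dim probes left out, with the slide as a block and without *bli-1* replicate 1. AT5G41761, *LTP2*, *PI*, *PR2* and *SEP2* were called with the slide as a block and without *bli-1* replicate 1.

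The paper states that most genes under the term for water deprivation are both regulated by ABA and H3K27me3 targets. In its own lists 2 of the 4 are ABA-responsive, 3 of the 4 are H3K27me3 targets and 2 of the 4 are both. The paper states that key regulators of ABA perception were not among the differentially expressed ABA-responsive genes. *PYL2*, an ABA receptor gene, is on its list of down-regulated ABA-responsive genes and fell here by 1.05 on the log2 scale.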

Other observations

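The tests of the whole-array signal on *bli-1* replicate 2 and of the slide defect were chosen only after the results were seen. The heat shock list, the count of neighbouring calls and the comparison without *bli-1* replicate 2 were set out beforehand, but it was chosen only after the results were seen to weigh with them a heat shock response, cross-hybridising probes and, for the PcG targets, the raised dim end. The tests of matched random lists, of the unfolded protein response genes and of the *BLI* probes were set out beforehand.

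Dim spots were brighter on *bli-1* replicate 2 than on the other 3 arrays. The median net signal of negative-control spots was 28 there against 1, 3 and 1.5 on the other arrays, at least 9.33 times as high, and that of dark corner spots was 42.5 against 1, 3 and 2. Control spots carry no plant sequence, which argues against genomic DNA or unspliced RNA in the labelled sample as the whole cause. Dim gene spots rose more than control spots, though. Before background correction the 25th percentile of the gene spots was 129.5 on this array against 27 to 29. The median of the negative-control spots was 46.5 against 19 to 20. Such material therefore stays open as a part of the cause. The local background between spots was 19 on this array and 17 to 19 on the others, which argues against a signal spread over the whole array surface. Binding of labelled material to the spots themselves stays open and was not tested, and no biological explanation was tested, since controls are not transcripts of the plant.

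This raised dim end could in principle lift dim genes in *bli-1*. Without *bli-1* replicate 2 the median of the developmental PcG targets was 0.298, against 0.30 with it, which argues against the raised dim end as the cause. Against 10000 random lists matched on mean signal, the list lay at percentile 99.99, with random medians centred on −0.02 and a maximum of 0.31. Quantile normalization had already removed a rise shared by dim genes as a whole, so this comparison cannot decide on such a rise. It shows that the list rose more than other genes of like signal in the normalized values. The 29 unfolded protein response genes that were well above background on all 4 arrays had a median of 0.60, and of 0.647 without *bli-1* replicate 2. A difference between genotypes stays open for both lists as a hypothesis. For the developmental PcG targets, differences between the few harvests stay open too, which the 4 arrays cannot exclude. Over all 30 unfolded protein response genes, the median was 0.69 on *bli-1* replicate 1 and 0.65 on replicate 2 against the Col-0 mean. The Col-0 replicates differed by a median of 0.159, and 27 genes were higher and 3 lower. These values argue against variation between harvests of the size seen in Col-0 as the whole cause for this list. A difference shared by both harvests of 1 genotype cannot be excluded.

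The paper reports the term for heat among the up-regulated genes. A cytosolic heat shock response in *bli-1* was weighed with its own list, which gave a camera adjusted p of 0.683 with members going both ways. Such a response cannot be told apart from none with this list, and a part of the heat term that belongs to the ER stays open.

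There were 3 loci more than 3 log2 units brighter on *bli-1* replicate 2 than on every other array, and 0 such loci on the other 3 arrays. They are *RR21* (AT5G07210), at 12.30, *CYP96A15* (AT1G57750, also called *MAH1*), at 12.14, and *IDD14* (AT1G68130), at 12.11, and they were singled out after their values were seen. Their spots lie within 2 lines and 1 column of each other, at lines 401 and 403 and columns 79 and 80 of the array, and 0 of them were marked as outliers. A candidate explanation is a local defect on the slide of bli-1 replicate 2, which needs spots that lie close together, and the largest distance was 2 lines. Induction of the 3 genes in that harvest alone was not tested.

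Among the called genes, 2 pairs were neighbours in locus order, AT4G22505 with AT4G22513, both lower, and AT5G53230 with AT5G53240, both higher. Random sets of the same size had 0.0295 pairs on average (one-sided permutation p = 8e-04). Such pairs might come from probes that cross-hybridise between neighbouring copies of a gene family. With 2 pairs, and without probe sequences compared here, this cannot be told apart from shared regulation, which was not tested. Without *bli-1* replicate 1 there were 348 pairs against 249 on average and at most 306 in random sets of that size, so most of them are expected by chance. With each of the other 3 arrays left out in turn, limma called 0 loci and there were 0 pairs.

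The 2 probes of *BLI* (AT3G23980) differed in *bli-1*, with a log2 fold change of −0.42 (standard error 0.18, adjusted p = 0.536 from limma) for one and a fall of at least 4.55-fold for the other (adjusted p = 0.0717 from limma). The mean of both had an adjusted p of 0.0823 from limma. The probe with the smaller change was well above background on 4 of 4 arrays and had 0 outlier spots, which argues against a faulty or dim spot behind it. The paper's supplement reports that *BLI* RNA was not detected in *bli-1* by quantitative PCR of a fragment of the gene, and that full-length RNA was absent. Its methods name rosette leaves for that PCR, while the arrays used whole seedlings. A transcript from another part of the gene that persists beside the T-DNA may explain the difference. It was not tested here, since the positions of the probes in the gene were not compared. Of the 20 tested genes nearest to *BLI*, 0 were called by limma, and the nearest one on each side, AT3G23970 and *HSP60* (AT3G23990), had log2 signals that differed by −0.02 and −0.09, the former not well above background on any array.

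Of the lists without a place at a claim, 16 salicylic acid and systemic acquired resistance genes had a median log2 fold change of 0.10 and a mean of 0.27 (camera adjusted p = 0.167, between 0.0263 and 0.916 over 18 alternatives). limma called 0 of them, 3 were higher and 1 lower at an unadjusted p below 0.05, and adjusted over the list alone 1 passed, *PR2* (AT3G57260), with a log2 fold change of 2.68 (adjusted p = 0.118 from limma). For 33 photosynthesis genes the median was 0.07, with 26 higher and 7 lower (camera adjusted p = 0.466, between 2.09e-06 and 0.945), and limma called 0, with 2 lower at an unadjusted p and 0 passing adjusted over the list alone. For 5 morning clock genes the median was −0.20 and 5 of 5 were lower (camera adjusted p = 0.0624, between 0.00354 and 0.596). For 7 evening clock genes the median was −0.07 and the mean 0.01 (camera adjusted p = 0.895, between 0.423 and 0.998). limma called 0 clock genes, and 0 passed an unadjusted p below 0.05 or the threshold adjusted over the list alone.

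In Supplemental Data 4 a term for the response to cold stands among the up-regulated genes too, with 6 genes whose median log2 fold change was 1.29, and 0 genes are shared with the 4 under that term among the down-regulated genes. limma called 0 of the 6, and 6 passed an unadjusted p below 0.05. Of the loci used in the chromatin experiments, *AG* (AT4G18960) was well above background with both of its probes on 0 Col-0 arrays and 1 *bli-1* array, and *FUS3* (AT3G26790) with both of its probes on 1 and 0, so neither has a fold change. *ACT7* (AT5G09810) changed by 0.08 on the log2 scale (adjusted p = 0.831 from limma). Matching Supplemental Data 2 with Supplemental Data 3 gives 8 H3K27me3 targets among the 18 genes up-regulated in both *bli-1* and *clf-28*, fewer than the paper's text counts.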
